# Exploring the transformative effects of calorie restriction on the lacrimal gland in adult mice

**DOI:** 10.1007/s11357-025-01748-w

**Published:** 2025-06-28

**Authors:** Olivier Mauduit, Prashant Kumar, Kaitlin K. Scholand, Emre Aksan, Laura Schaefer, Anmar Abu-Romman, Vanessa Delcroix, Zhiyuan Yu, Aude I. Sindikubwabo, Ron Korstanje, Helen P. Makarenkova, Cintia S. de Paiva

**Keywords:** Aging, Lacrimal gland, Dry eye, Calorie restriction

## Abstract

Advanced age is one of the most recognizable risk factors for dry eye. Dry eye disease affects millions worldwide and can result from age-related lacrimal gland dysfunction, which correlates with a decline in lacrimal gland secretory cell function and chronic inflammation. This study investigated the potential of calorie restriction to maintain lacrimal gland and ocular surface health. Adult female C57BL/6 J mice were subjected to a 40% calorie restriction for 4 months, starting at 6–7 months and continuing until 10–11 months. These mice were compared to controls fed ad libitum. Bulk RNA sequencing of lacrimal glands, conjunctiva, and cornea subjected to calorie restriction compared to ad libitum revealed significant differentially expressed genes (DEGs). Pathways enriched in the upregulated DEGs indicate enhanced circadian rhythm, secretory functions, and lipid metabolism. These findings were confirmed using individual qRT-PCR and western blotting. In contrast, pathways enriched in the downregulated DEGs were associated with immune cell activation, adaptive immune responses, extracellular matrix remodeling, and metalloproteinase activity. Histological sections of calorie-restricted lacrimal glands revealed reduced mononuclear cell infiltration and fewer positive cells for CD4, CD19, and MHC II than in ad libitum lacrimal glands. Calorie restriction also prevented age-related corneal barrier dysfunction and mitigated age-related conjunctival goblet cell loss, hallmarks of dry eye disease. These findings suggest that calorie restriction supports lacrimal gland and ocular surface health by reducing inflammation and extracellular matrix remodeling and by enhancing the lacrimal gland’s secretory function.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-025-01748-w.

## Introduction

According to the World Health Organization, aging of the human population is one of the most significant social transformations of the twenty-first century [1]. Aging is a complex biological process often accompanied by a decline in physiological function and tissue degeneration. One hallmark of aging is chronic, low-grade inflammation, called inflammaging [2], which is characterized by a systemic increase in the production of proinflammatory cytokines such as IL-1β, tumor necrosis factor (TNF), and IL-6. Notably, elevated serum levels of IL-6 and TNF have been identified as predictors of disability and mortality in octogenarians and centenarians [3–5]. Individual differences in the regulation of pro- and anti-inflammatory cytokines may play a critical role in determining the outcomes of age-related inflammatory responses in epithelial tissues and immune systems [6].

Dry eye disease is an inflammatory disorder of the ocular surface in which tear film instability and reduced tear production lead to hyperosmolar tissue damage [7]. Patients with dry eye disease have reduced quality of life due to chronic pain, irritation, and blurry vision [8]. Dry eye disease increases in prevalence with aging, highlighting the need for therapeutics that address the inflammation that accompanies aging [9].

Inflammation and dysfunction of the lacrimal gland (LG) are major contributors to dry eye disease in aging [10–15]. The LG is an exocrine tubuloacinar gland that secretes the aqueous layer of the tear film onto the ocular surface. Dysfunction in tear secretion can result in visual disturbances, eye irritation, and, in severe cases, corneal perforation. Several studies have shown that lifestyle changes, such as exercise, improved nutrition, calorie restriction (CR), and dietary supplements, positively affect longevity and reduce age-related inflammatory diseases, demonstrating that age-related changes can improve health [6, 16–20]. CR is a well-recognized intervention that increases longevity in rodents and large animals [21]; however, the effects of CR on age-related dry eye disease are poorly understood. Only two publications to date have investigated CR effects on LG. One study showed that CR can improve tear volume, decrease the corneal fluorescein staining score, and improve oxidative stress immunoreactivity in 6- to 12-month (M) rat LGs [22]. In the second study, female rats that received 50% CR from 14 to 20 M improved LG structure and decreased IL-6 and TNF levels compared to the age-matched group fed ad libitum (AL) [23]. While these studies have reported a positive effect of CR on the LG, these were descriptive studies without a potential molecular mechanism. Therefore, there is a need to investigate further how CR affects the LG and ocular surface homeostasis.

This study comprehensively examined the effects of CR on LGs and eyes of middle-aged mice (6–7 to 10–11 M), representing an early stage of aging. Using bulk RNA sequencing, we demonstrated that CR initiated at this stage significantly reshapes the LG, cornea, and conjunctiva transcriptome and mitigates the aging-related dry eye phenotype by improving corneal barrier function, decreasing mononuclear infiltrates to the LG, and protecting against age-related goblet cell loss. CR reduced inflammation while enhancing LG secretory activity and metabolic processes.

## Material and methods

### Animals and establishing CR

The Institutional Animal Care and Use Committee at Baylor College of Medicine, The Scripps Research Institute, and Jackson Laboratories approved all animal experiments. In addition, all studies adhered to the Association for Research in Vision and Ophthalmology for the Use of Animals in Ophthalmic and Vision Research and the NIH Guide for the Care and Use of Laboratory Animals [24].

Given that dry eye is more prevalent in women than men [25, 26], and that aged male mice do not develop corneal barrier disruption, a hallmark of dry eye [27], this study exclusively used female mice. Female C57BL/6 J mice were purchased from The Jackson Laboratory (Bar Harbor, Maine) or aged in-house. These mice were used for the CR experiments. Additional aged mice were received from the National Institute on Aging and used at 24 months or older. Two different cohorts of mice were used for the dietary restriction. For cohort 1, inbred female C57BL/6 J mice were fed a standard mouse chow diet (5K0G, Lab Diet, Fort Worth, Texas) at Jackson Laboratory. CR was established gradually as previously described [28]. Mice were co-housed up to five mice per pen. For the second cohort, inbred female C57BL/6 J received a complete 5VR diet (ad libitum group (AL), LabDiet) while mice on calorie restriction received the 5VR diet with a 40% increase in vitamins and micronutrients (diet 5GBC, LabDiet). The second study was performed at the Ocular Surface Center, Department of Ophthalmology, Baylor College of Medicine (Houston, Texas). Mice were co-housed up to five mice per pen. A group of C57BL/6 J 6–7 M mice was randomized to receive 40% CR or fed AL for 4 months (*n* = 15–16/group). Food consumption was calculated per cage 2 weeks before the CR. CR was performed in a stepwise manner: mice received 10% less food in the first week, followed by 20% less food in the second week and 40% less food in the third week. Mice were weighed at the start of the study and then monitored weekly. CR mice were fed daily at 5:00 PM, just before the start of the night cycle.

The sample sizes and age groups were as follows: young (2–3 M, *n* = 14), middle-aged (12–14 M, *n* = 16), and advanced-aged (24 M, *n* = 8). The 24-M mice were not subjected to CR due to their fragility but were used to investigate aging-related changes.

Multiple tissues were collected from each mouse to reduce animal use. The final sample size per endpoint is shown in the figure legends.

### RNA isolation

Corneal epithelial cells were collected by scraping and the conjunctiva was surgically excised. Exorbital LGs were harvested. Samples were added immediately to the Qiagen lysis buffer and stored at −80 °C until ready to be extracted. Total RNA was isolated using a QIAGEN RNeasy Plus Mini RNA isolation kit (Qiagen; Hilden, Germany) following the manufacturer’s protocol. After isolation, RNA concentration was measured, and the RNA quality was assessed by Bioanalyzer. Only samples with an RNA integrity number > 7 were selected. Total RNA was used for bulk RNA sequencing or in individual qPCR reactions.

### RNA sequencing

A double-stranded DNA library was created at Baylor College of Medicine’s Genomics and RNA Profiling Core. Briefly, using 100 ng of total RNA (measured by PicoGreen), an oligo(dT) primer containing an Illumina-compatible sequence at its 5′ end was hybridized to the RNA, and reverse transcription was performed using a Lexogen kit. Second-strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5′ end. The purified double-stranded library was then amplified and purified. The resulting libraries were quantitated using Qubit 2.0 (Thermo Fisher), and fragment size was assessed with the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, California). A qPCR quantitation was performed on the libraries to determine the concentration of adapter-ligated fragments using Applied Biosystems ViiA7 ™ Real-Time PCR System and a KAPA Library Quant Kit (Waltham, Massachusetts). All samples were pooled equimolarly, re-quantitated by qPCR, and reassessed on the bioanalyzer. Using the concentration from the ViiA7 ™ qPCR machine above, 1.8 pM of the equimolarly pooled library was loaded onto NextSeq 500 high-output flow cell (Illumina, San Diego, California). PhiX Control v3 adapter-ligated library (Illumina) was spiked in at 1% by weight to ensure balanced diversity and to monitor clustering and sequencing performance. A single-read 75-base pair cycle run was used to sequence the flow cell. An average of 21 million reads per sample was sequenced. The FastQ file generation was executed using Illumina’s cloud-based informatics platform, BaseSpace Sequencing Hub (Illumina).

FASTQ files generated by sequencing were analyzed using ROSALIND (https://rosalind.bio/), which features a HyperScale architecture developed by ROSALIND, Inc. (San Diego, California). Reads were trimmed using cutadapt [29]. Quality scores were assessed using FastQC. Reads were aligned to the Mus musculus genome build mm10 using STAR [30]. Individual sample reads were quantified using HTseq [31] and normalized via Relative Log Expression (RLE) using DESeq2 R library [32]. Read Distribution percentages, violin plots, identity heatmaps, and sample MDS plots were generated as part of the QC step using RSeQC [33]. DEseq2 was also used to calculate fold changes and *p*-values and perform optional covariate correction. The FASTQ files and processed data are available on GEO under accession number GSE281747 (lacrimal gland) and GSE298317 (cornea and conjunctiva).

From the list of DEGs identified by RNAseq, we submitted the lists of upregulated and downregulated DEGs to Metascape and performed a pathways enrichment analysis. Then, we selected the top 10 biological pathways in which we had at least 10 genes altered and the FDR inferior to 0.05. Bar plots of significantly altered pathways were generated using Metascape with default parameters [34].

### Real-time PCR

Individual reactions used total RNA from LG lysates. cDNA was synthesized using the Ready-To-Go You-Prime First-Strand kit (GE Healthcare, Chicago, Illinois). Real-time PCR was performed using specific TaqMan minor groove binder probes for potassium calcium-activated channel subfamily N member 4 (*Kcnn4*, Mm00464586), FXYD domain containing ion transport regulator 2 (*Fxyd2*, Mm00446358_m1), solute carrier family 12 member 2 (*Slc12a2*, Mm01265951), adiponectin (*Adipoq*, Mm04933656), lipopolysaccharide binding protein (*Lbp*, Mm00493139), adenosine A1 receptor (*Adora1*, Mm01308023), cytochrome P450 family 2 subfamily E member 1(*Cyp2e1*, Mm00491127), proline-rich protein BstNI subfamily 1 (*Prb1*, Mm03060478), IL-1β (*Il1b*; Mm00434228), major histocompatibility complex class II (*Ciita*, MHC II; Mm00482914), interferon-gamma (*Ifng*; Mm00801778), tumor necrosis factor (*Tnf;* Mm00443258), IL-12 (*Il12a*, Mm00434165_m1), CD4 (*Cd4*, Mm00442754), IL-18 (*Il18*, Mm00434225), absent in melanoma 2 (*Aim2*, Mm01295715), CD19 (*Cd19,* Mm00515420), CXCL13 (*Cxcl13*,Mm00444533), Glycam-1 (*Glycam1*, Mm00801716_m1), CXCR5 (*Cxcr5*, Mm00432086), CCR7 (*Ccr7,* Mm00432608), and TaqMan Universal PCR Master Mix AmpErase UNG in a commercial thermocycling system (StepOnePlus Real-Time PCR System Applied Biosystems/Thermo Fisher Scientific, Foster City, California), according to the manufacturer’s recommendations. The hypoxanthine phosphoribosyltransferase 1 (*Hprt1*; Mm00446968) gene was used as an endogenous reference for each reaction. The quantitative PCR results were analyzed by the comparative Ct method and were normalized by the Ct value of *Hprt1*. The young group served as calibrators in the time course experiment comparing 2 M, 12, and 24 M, while the AL group was the calibrator in the CR experiment.

### Western blotting

LGs from AL and CR mice were harvested and lysed in RIPA lysis buffer (Thermo Fisher, Waltham, Massachusetts) plus protease inhibitors cocktail (SIGMA, St. Louis, Missouri). Protein concentration was measured using the micro-BCA protein assay kit (Thermo Fisher). LG lysates (40 µg) were resuspended in SDS sample buffer, boiled for 5 min, and analyzed on 4–15% mini-protean TGX stain-free gels (Bio-Rad, Hercules, California). The proteins were electrophoretically transferred to polyvinylidene difluoride membranes (Bio-Rad). The blots were probed with an anti-LBP polyclonal antibody (Proteintech, Rosemont, Illinois), anti-adiponectin (Proteintech), anti-IL-18 (Thermo Fisher Scientific), anti-IL-1β (Cell Signaling Technology, Danvers, Massachusetts), or an anti-actin antibody (SIGMA) overnight at 4 °C. The blots were washed extensively with a solution containing 50 mM Tris, pH 8.0, 138 mM NaCl, 2.7 mM KCl, and 0.05% Tween 20. The antigen–antibodies complexes were detected by Clarity Western ECL Substrate 1,705,061 (Bio-Rad) using horseradish peroxidase-conjugated goat anti-mouse IgG or anti-rabbit IgG as secondary antibody. Digital images were acquired using ChemiDoc Touch Imaging Systems (Bio-Rad), and band density was measured by Bio-Rad software (Bio-Rad, Image Lab 6.0).

### Histology, PAS staining, goblet cell density measurements, and quantification of focus score

Eyes and ocular adnexa were excised, fixed in 10% formalin, paraffin-embedded, and cut into 5-µm sections using a microtome (Microm HM 340E, Thermo Fisher Scientific). Sections were stained with Periodic Acid–Schiff (PAS) reagent. The goblet cell density was measured in the superior and inferior bulbar and tarsal conjunctiva using NIS-Elements software (AR, version 5.20.2; Nikon Melville, New York) and expressed as the number of positive cells per millimeter [35].

Lymphocytic infiltration foci were counted in hematoxylin and eosin-stained (H&E) sections of LGs by standard light microscopy using a 10X objective (Nikon, Eclipse E400) by two observers. A minimum of 50 mononuclear cells was counted as one focus, and the total number of foci per gland was recorded. Slides were scanned to obtain digital images using PathScan Enabler V (Meyer Instruments, Houston, Texas) and were calibrated according to the manufacturer’s instructions (2.54 µm/px) using NIS Elements software. The LGs’ total area was measured using the “autodetect area” function of the Nikon Elements software or was manually circumscribed using the polyline function. Finally, focus scores were calculated by dividing the number of foci per mm^2^ and quantifying the number of inflammatory cell foci per 4 mm^2^ tissue area.

### Immunohistochemistry and immunofluorescence of LG

Left exorbital LGs were excised, embedded in OCT compound, and flash frozen in liquid nitrogen. Sagittal 10-µm sections were cut with a cryostat (HM 500; Micron, Waldorf, Germany) and placed on glass slides stored at −80 °C.

Immunohistochemistry was performed to detect CD4, CD19, and MHC II cells in the LG using rat anti-CD4 (clone H129.19, BD Biosciences/BD Pharmingen, San Diego, California), rat anti-CD19 (clone 6D5, Fisher Scientific), and rat-anti-MHC II (I-A/I-E,clone M5/114.15.2, BD Pharmingen) antibodies and appropriate biotinylated secondary antibodies (BD Biosciences) and a VECTASTAIN Elite ABC kit using NovaRED reagents (Vector Laboratories, Burlingame, California) as previously described [35, 36]. Images were acquired and photographed with a microscope equipped with a digital camera (Eclipse E400 with a DS-Fi1; Nikon). Negative controls were sections where the primary antibody was omitted.

Immunofluorescence was performed to detect CD68 using an anti-rat CD68 antibody (clone FA-11, Bio-Rad) using cold acetone fixation and 20% goat serum as a blocking solution. An AlexaFluor-488 goat-anti-rat secondary antibody was used (Jackson Immune Research, West Grove, Pennslyvania), and propidium iodide (Sigma-Aldrich) was used as nuclear counterstaining. Digital confocal images were captured with a laser scanning confocal microscope (Nikon A1 RMP, Nikon) wavelength of 400–750 nm. The images were processed using the NIS Elements 4.20 version. Negative controls were sections where the primary antibody was omitted.

### Measurement of corneal barrier function

Corneal barrier function was assessed by quantifying corneal epithelial permeability to 70-kDa Alexa Fluor® Oregon Green Dextran (OGD; Thermo Fisher), according to a previously published protocol [37]. Briefly, 1 µL of a 50 mg/mL OGD solution was applied to the ocular surface 1 min before euthanasia, which was performed using excess isoflurane followed by cervical dislocation. Corneas were rinsed with 2 mL of PBS and photographed with a stereoscopic zoom microscope (model SMZ 1500; Nikon) under fluorescence excitation at 470 nm. OGD staining intensity was quantified in digital images by measuring the mean fluorescence intensity within a 2-mm diameter circle placed on the central cornea using NIS Elements software (version AR, 5.20.02). This assessment was conducted independently by two observers. The mean intensity of the right and left eyes was averaged, and then the resulting mean from biological replicates was calculated and analyzed.

### Statistical analysis

Based on pilot studies, the sample size was calculated with StatMate2 Software (GraphPad Software, San Diego, California). Statistical analyses were performed with Graph Pad Prism software (GraphPad Software, version 9.2). Data were first evaluated for normality with the Kolmogorov–Smirnov normality test. Appropriate parametric (t-test) or non-parametric (Mann–Whitney) statistical tests were used to compare the two age groups. Whenever adequate, one-way or two-way ANOVA or Kruskal–Wallis followed by post hoc tests were used. The final sample per experiment is shown in the legends**.**

## Results

### Aging is associated with the production of proinflammatory factors

As organisms age, a heightened inflammatory response is characterized by elevated expression of inflammatory cytokines. IL-1β and TNF are the central mediators of inflammation and are involved in various age-related diseases [15, 38, 39]. IFN-γ, primarily produced by NK and T cells, plays a crucial role in immune responses and is upregulated with aging [40, 41]. The elevated mRNA levels of *Il1b*, *Tnf*, and *Ifng* mRNA generally indicate an enhanced inflammatory state that contributes to the development and progression of age-related pathologies. To investigate changes in the inflammatory milieu, we performed qPCR on LGs from mice aged 2–3 M, 12 M, and 24 M. Our results demonstrate a progressive increase in *Il1b*, *Tnf*, and *Ifng* mRNA levels with age (Fig. 1), indicating that aging induces an inflammatory response in the LG.

**Fig. 1:**
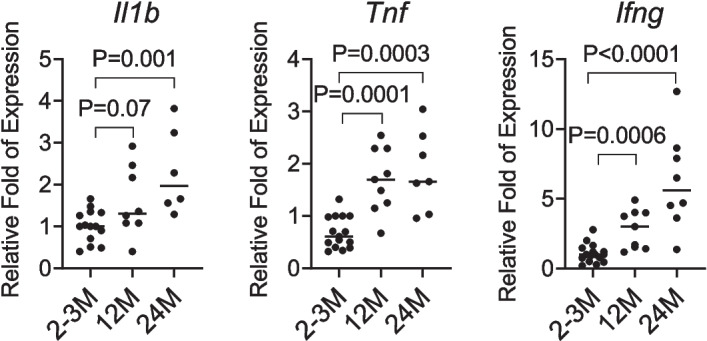
Aging increases inflammatory cytokines in the LG. LGs of female C57BL/6J mice of different ages were collected, RNA was extracted, and qPCR was performed. Relative fold changes of interleukin-1-β (*Il1b*), TNF (*Tnf*), and interferon-γ (*Ifng*) in LGs of 2-3M, 12M and 24M mice. Each dot represents one mouse. P value as shown. One-way ANOVA with Dunn’s multi-comparison test. 2-3M, *n* = 10; 12M, *n* = 8; 24M, *n* = 8

### CR supports lacrimal gland function in middle-aged mice

To assess whether CR can slow down inflammation in the LG of adult mice, 6–7 M mice were assigned to either an AL diet or a 40% CR for 4 months (Fig. 2). Mice were weighed weekly during the 16 weeks of CR (Supplemental Fig. 1). At euthanasia, exorbital LGs were collected for bulk RNA sequencing or immunostaining. To identify genes affected by CR in the LG, we compared the LG transcriptomes of mice on a CR diet (*n* = 4) with those on an AL diet (*n* = 4) using bulk RNA sequencing (Figs. 3 and 4). 

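Exorbital LGs of female C57BL/6J mice gave 8 RNA libraries, 4 from mice fed AL and 4 from mice on CR. The 40% restriction began at 6 to 7 months of age and lasted 4 months, and the libraries are named here by diet and replicate number. Reverse transcription from an oligo(dT) primer and a random primer for the other strand gave single reads of 75 bases near the 3' ends of transcripts. The authors trimmed the reads with cutadapt, aligned them to mm10 with STAR, counted them per gene with HTSeq and deposited the raw counts. They also deposited normalized values, which equal the log2 of each count divided by DESeq2's relative log expression (RLE) size factor plus 1, with a largest difference of 0. The raw counts were analysed here, after scaling with RLE factors, and levels are given as CPM, the counts scaled to a common library size. The number of reads counted on genes ranged from 12051881 to 22156511 in the AL libraries (median 15304900) and from 13720079 to 19310319 in the CR libraries (median 15619200). A floor of 3 counts corresponds to between 0.152 and 0.231 CPM, depending on the library. Reads without molecular identifiers are not independent molecules, so the floor covers counting error only. The 10 most counted genes took 68.5, 68.2, 69.2 and 68.9% of the reads in AL replicates 1 to 4 and 60.1, 54.0, 57.9 and 65.8% in CR replicates 1 to 4. Differential expression between CR and AL was tested on the 11211 genes that passed edgeR's filter on low counts. Libraries of both diets that share a replicate number were not treated as pairs.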

Differentially expressed genes (DEGs) were identified based on a fold change (FC) of ≥  −1.5 or ≤ 1.5 and an adjusted *p*-value of < 0.05. This analysis revealed 589 DEGs: 330 upregulated and 259 downregulated (Figs. 3A, B and 4A, B, Supplementary File 1). 

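With the study's thresholds, an adjusted p under 0.05 and a fold change of at least 1.5, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 134 genes higher and 88 genes lower in CR than in AL. At an unadjusted p under 0.05, whatever the fold change, the test counted 1874 genes. In 198 of the 222 DEGs the CR and AL libraries did not overlap, as in 9.79% of all genes tested, where chance gives 2.86%. The study's list holds 129 of the genes called higher and 85 of those called lower. Of the genes in that list, 298 of those higher and 235 of those lower could be tested, and each had the same direction and an unadjusted p under 0.05. Leaving out CR replicate 4 gave 453 genes higher and 247 lower. Leaving out AL replicate 2 gave 35 higher and 26 lower, and leaving out CR replicate 2 gave 40 and 25. With the mean log2 CPM of 8 transcripts abundant in the parotid gland as a covariate, 6 genes were higher and 0 lower (at an unadjusted p under 0.05 and a fold change of at least 1.5, 744 and 607).
Among DEGs whose groups did not overlap, the largest rises were those of Prp2 (Gene ID 83380, log2 fold change 9.85, standard error 1.48), Prh1 (9.72), Mup5 (7.17), Gm4736 (5.93) and Prb1 (5.88). When 1 library was left out, the log2 fold change ranged from 7.90 to 12.53 for Prp2 and from 8.10 to 11.64 for Prh1. It ranged from 6.71 to 7.65 for Mup5, from 4.80 to 7.03 for Gm4736 and from 4.60 to 7.08 for Prb1. Gm4736 shares 53.6% of the 75-base windows at its 3' end with other genes, among them Prb1. The largest fitted falls were those of Scgb2b7 (-7.96), Scgb1b7 (-7.82), Pnliprp1 (-5.84), Arntl (-4.44) and Scgb1b29. Scgb1b29 had 0 counts in the CR libraries and was at least 21.4-fold lower, so its place in this order is not known. All of the 75-base windows at the 3' end of Scgb1b29 are shared with paralogs, as are 60.6% of those of Scgb1b7. Without CR replicate 4 the log2 fold change was -13.47 for Scgb2b7 and -12.11 for Scgb1b7, and without CR replicate 3 it was -7.21 for Arntl. DESeq2 with shrunken fold changes called 5 of these 10 genes and not the other 5. For those it gave log2 fold changes of 0.78 for Prp2, 0.59 for Prh1, -0.60 for Scgb2b7, -0.80 for Scgb1b7 and -1.26 for Arntl. With unshrunken fold changes, the DESeq2 adjusted p of each of those 5 was under 0.05, from 1.6e-05 for Prp2 to 0.0172 for Arntl. The 8 fits that each left out 1 library kept Mup5, Pnliprp1, Prp2 and Scgb1b29 past both thresholds.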

The sets of upregulated and downregulated genes were further analyzed using Metascape to identify major biological pathways significantly enriched in CR LGs (Supplementary Files 2 and 3).

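Gene lists were tested here in place of pathway terms. The 6 heatmap lists of Figs. 3 and 4 were chosen by the study among its DEGs on these libraries, so their tests are not independent evidence. The other lists were written from general knowledge or by symbol. Of 21 lists, 20 had at least 3 genes to test, and each of the 20 passed an adjusted p of 0.05 in limma's camera test with Benjamini-Hochberg adjustment and a preset correlation of 0.01 between genes. With the correlation estimated per list, 9 lists passed, namely the 6 heatmap lists, the collagens and both lists of clock genes. Under the fry rotation test 18 lists passed, all but the T cell and skeletal muscle lists.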

**Fig. 2:**
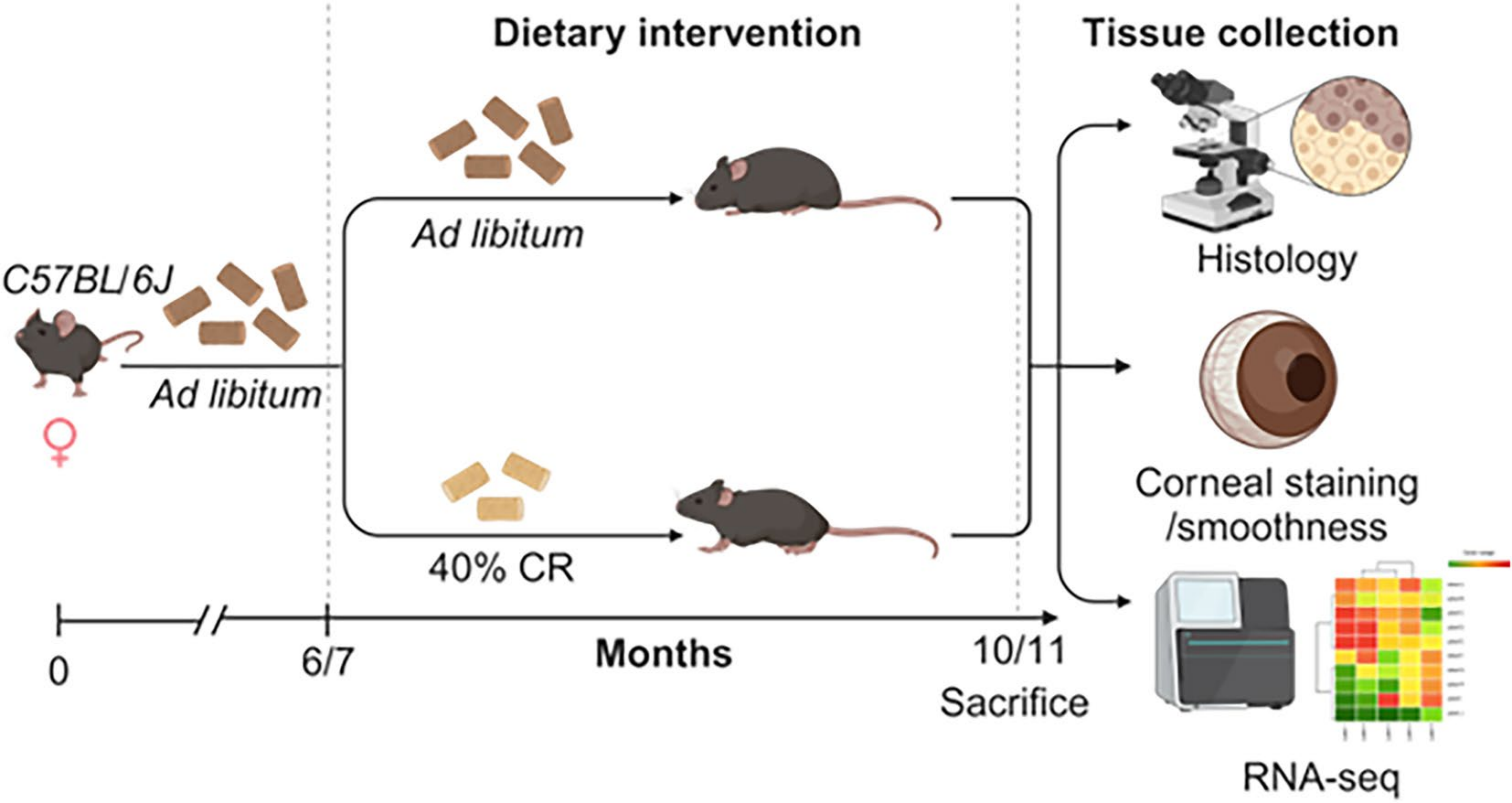
Experimental design. Female C57BL/6J mice were subjected to AL or early 40% CR from 7M to 11M. LGs were excised for histology and gene expression using qPCR and bulk RNA sequencing. RNA samples from AL (LG, *n* = 4; cornea, *n* = 5; conjunctiva *n* = 4) and CR (LG, *n* = 4; cornea, *n* = 5; conjunctiva, *n* = 5) mice were sequenced. Significant DEGs (FC > 1.5 or < -1.5, FDR < 0.05) lists were uploaded to Metascape to identify the biological pathways significantly modified in CR. Corneal barrier function was measured as the uptake of fluorescent dye. Eyes were excised for histology and used to measure goblet cell density

**Fig. 3:**
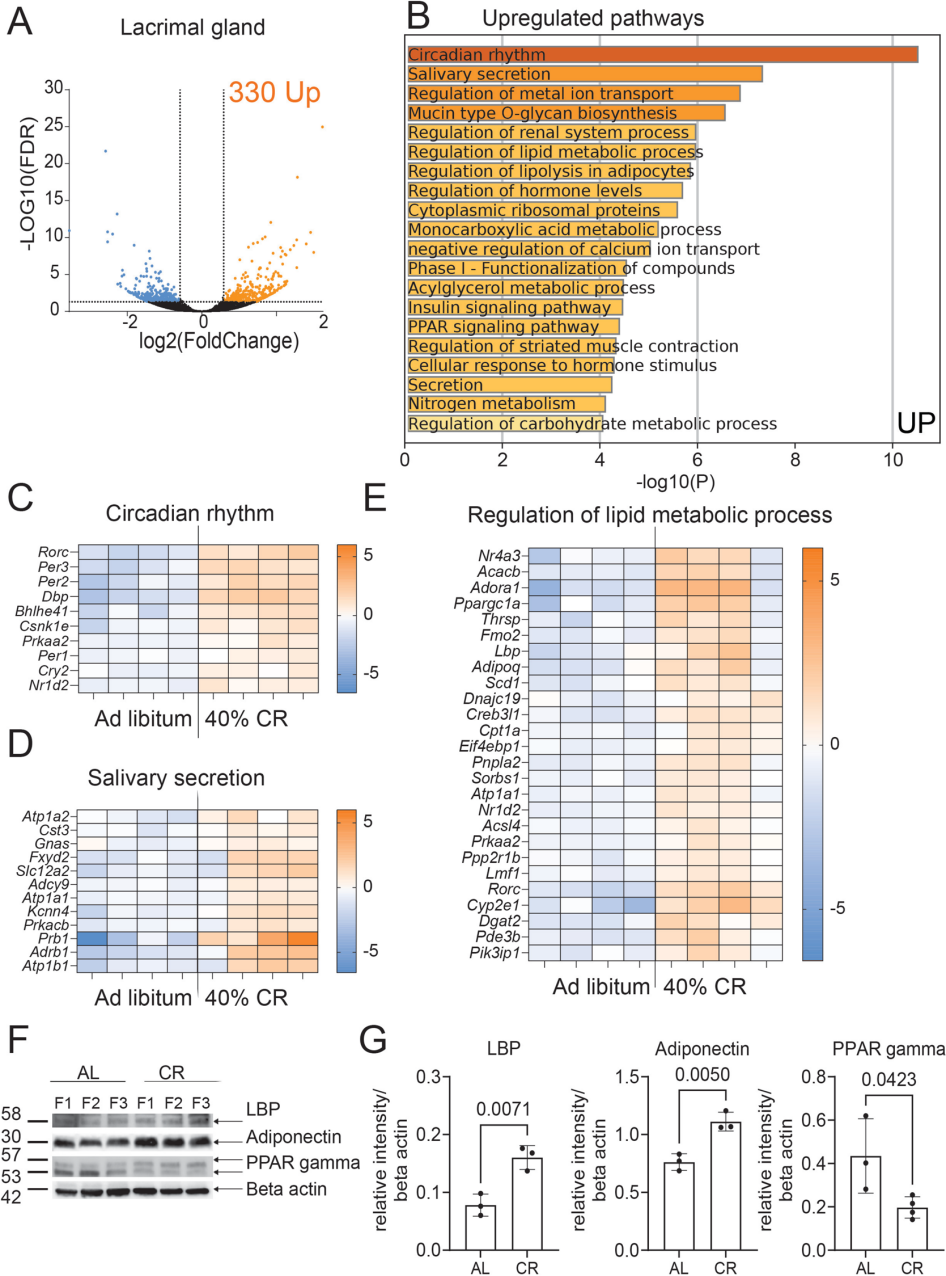
Transcriptomic reprogramming induced by preventive CR in LGs. **A** Volcano plot of DEGs between CR (*n* = 4) and AL (*n* = 4) mice. 330 significant (*p*-adj < 0.05) DEGs that are (**B**) upregulated (FC > 1.5, orange) were submitted for pathway analysis using Metascape. The top 10 significant enriched pathways are shown. Heatmap of significant DEGs involved in Circadian rhythm (**C**), Regulation of lipid metabolic process (**D**), and Salivary Secretion (**E**)  pathways. **F** Western blot digital images of LG lysates probed with anti-LPB, adiponectin and PPAR-gamma antibodies. Each lane is a different biological LG. F = female. **G** Densitometry quantification of data shown in F. Bands were quantified and the ratio to beta-actin is shown. Each dot represents one LG. The Mann-Whitney *U*-test was used. P value as shown

**Fig. 4:**
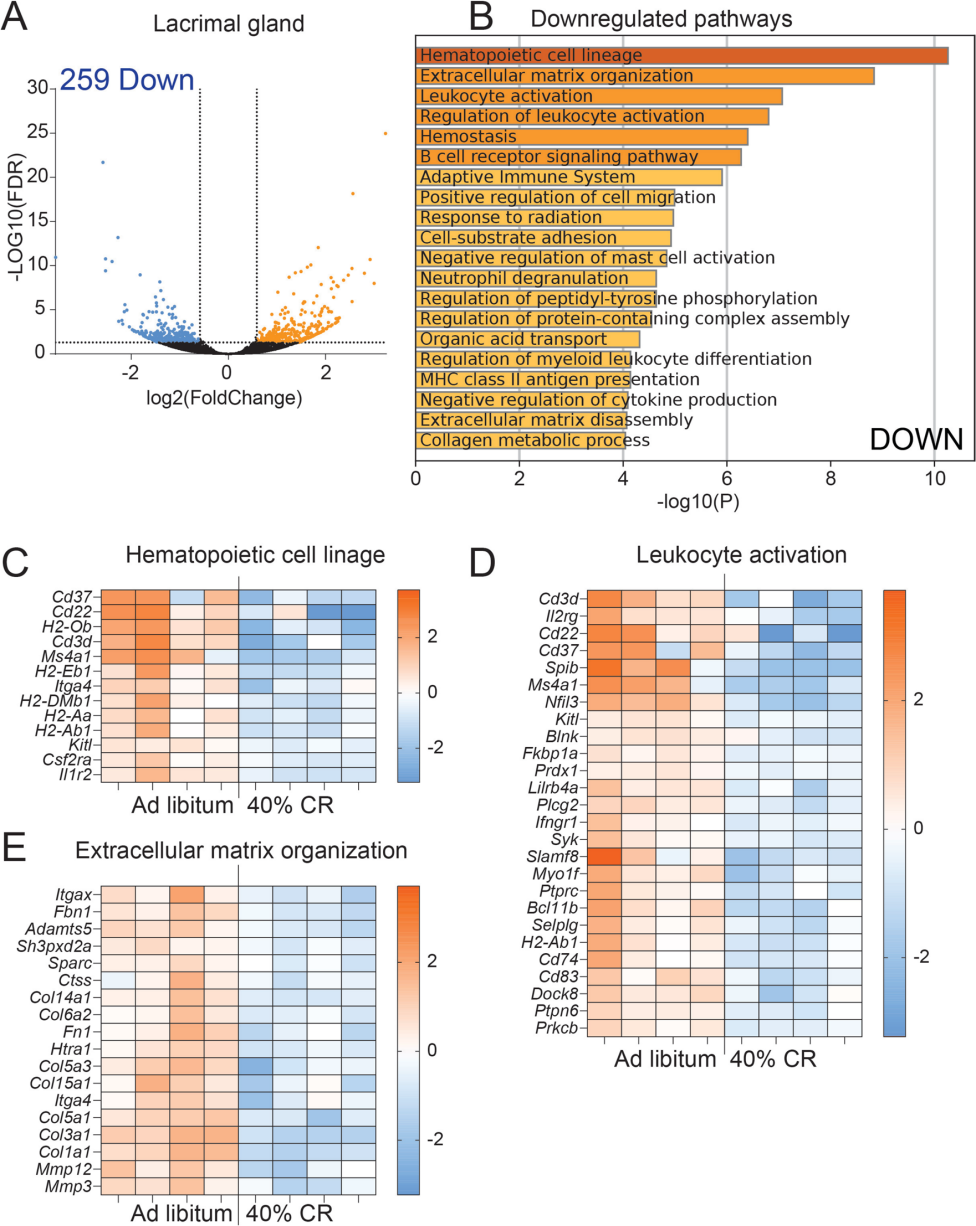
Pathways downregulated by preventive CR in LGs. **A** Volcano plot of DEGs between CR (*n* = 4) and AL (*n* = 4) mice. 259 significant (*p*-adj < 0.05) DEGs that are (**B**) downregulated (FC < 1.5, blue) were submitted for pathway analysis using Metascape. The top 10 significant enriched pathways are shown. Heatmap of significant DEGs involved in Hematopoietic cell linage (**C**), Leukocyte activation (**D**) and Extracellular matrix organization (**E**) pathways

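All 10 genes of the circadian rhythm heatmap were higher in CR, with a median log2 fold change of 1.73 (adjusted p = 2.6e-26 in limma's camera test with Benjamini-Hochberg adjustment). Past both thresholds were 7 of them over all genes tested and 10 adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. In each of the 4 CR libraries, 10 of 10 genes lay above every AL library. A list of 11 clock genes that peak with Per and Dbp, written from general knowledge, holds 7 of the same genes and 9 of the study's DEGs. All 11 were higher in CR (median log2 fold change 1.66, limma camera adjusted p = 4.2e-25), and 7 were called over all genes and 10 adjusted over the list alone. In CR replicate 1, 9 of them lay above every AL library, and in CR replicates 2, 3 and 4, 10 did. Clock genes of the opposite phase fell. Of the 3 tested, Arntl, Nfil3 and Clock, each was called lower over all genes and adjusted over the list alone, and the median log2 fold change was -2.96 (limma camera adjusted p = 3.8e-09). Nfil3 kept its call in the 8 fits that each left out 1 library. Arntl kept it in 3, without AL replicate 3, CR replicate 3 or CR replicate 4, and Clock in 1, without CR replicate 4.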

The most significantly upregulated ontology term identified was “circadian rhythm” (Fig. 3A–C). Notably among the DEGs, we identified the *Per* and *Cry* genes, which are key components of the circadian core oscillator complex [42, 43]. 

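Per2 (Gene ID 18627) lies on chromosome 1 from 91415982 to 91459324 of GRCm38, the build that mm10 names. Its level was 26.2 ± 7.29 CPM in CR and 4.16 ± 2.66 CPM in AL (mean ± SD, n = 4 each), a log2 fold change of 2.63 (standard error 0.42, adjusted p = 0.00933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Per3 (Gene ID 18628, chromosome 4 from 151003652 to 151044665) had 10.4 ± 2.36 CPM in CR and 1.83 ± 1.03 CPM in AL and a log2 fold change of 2.47 (standard error 0.37, adjusted p = 0.00697 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Every CR library lay above every AL library for both genes (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow), and both stayed past the thresholds in the 8 fits that each left out 1 library. Per1, from 12.5 ± 1.78 to 22.2 ± 4.34 CPM, had a log2 fold change of 0.82, and Cry2, from 6.04 ± 1.11 to 11.6 ± 2.39 CPM, one of 0.95. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment their adjusted p-values were 0.0546 and 0.0581, so neither was called. Leaving out CR replicate 4 brought both under 0.05, and for Per1 leaving out CR replicate 1 did so too. Cry1 rose from 5.90 ± 1.84 to 11.0 ± 4.45 CPM with overlapping groups (log2 fold change 0.89, adjusted p = 0.152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its highest value, 17.6 CPM, was that of CR replicate 1, without which its log2 fold change was 0.58.

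**Figure D1:**
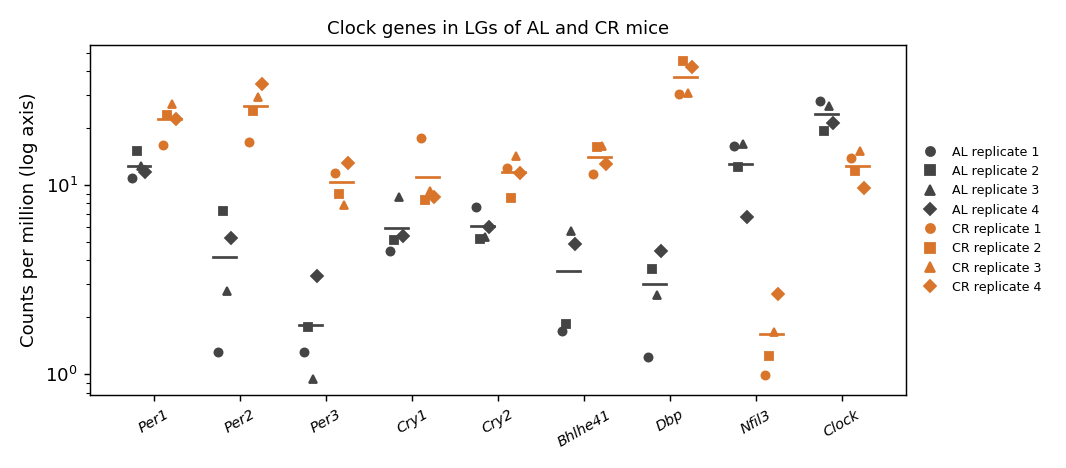
CPM (log axis) of 9 clock genes in the 4 AL and 4 CR libraries. Points are libraries and lines are group means, and Dbp ranged from 1.23 to 4.46 in AL and from 30.2 to 45.4 in CR.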

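Dbp (Gene ID 13170, chromosome 7 from 45705088 to 45710203) had 37.0 ± 7.83 CPM in CR and 2.99 ± 1.39 CPM in AL (mean ± SD, n = 4 each). Its log2 fold change of 3.61 (standard error 0.33) had an adjusted p of 0.000672 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was called in each fit that left out 1 library. Bhlhe41 (Gene ID 79362, chromosome 6 from 145858243 to 145865558) had 14.1 ± 2.27 CPM in CR and 3.52 ± 2.05 CPM in AL. Its log2 fold change was 1.99 (standard error 0.37, adjusted p = 0.0208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without AL replicate 1 or 2, or without CR replicate 2 or 3, Bhlhe41 was no longer called, and its log2 fold change stayed between 1.78 and 2.30. The exons of each gene overlap 1 annotated gene on the other strand. All 4 CR libraries exceeded all 4 AL libraries for both genes.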

We also observed that *Bhlhe41* and *Dbp* are upregulated*. Bhlhe41* and *Dbp* are transcriptional regulators of circadian rhythms [44, 45]. Aging has been reported to disrupt the molecular mechanisms regulating the circadian clock in many tissues, including the LG [46]. However, it has also been reported that CR mice consume their entire daily food within approximately 1 h, whereas AL-fed mice maintain a more constant energy intake throughout the day [47]. Therefore, it is not surprising that CR enhances the expression of circadian clock regulators.

The second most significantly upregulated pathway, “Salivary secretion,” was associated with genes that have been involved with the secretory function of the LG (Fig. 3B, D). This pathway included numerous ion channels (*Kcnn4*, *Cftr*,* Scnn1a*,* Scnn1b*), transporters (*Atp1a1*, *Atp1b1*,* Atp1a2*, *Slc12a8*, *Slc12a2*), ribosomal proteins, and glycosylation-related enzymes (*Galnt3*,* Galnt15*, *Gcnt1*). qRT-PCR analysis of additional LG samples confirmed the increased expression of *Slc12a2*, *Kcnn4*, and *Prb1*, while *Fxyd2* had a non-significant increase (Supplemental Fig. 2A). 

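The salivary secretion heatmap holds 12 genes, all higher in CR (median log2 fold change 1.64, adjusted p = 1.8e-15 in limma's camera test with Benjamini-Hochberg adjustment). Over all genes tested 4 were called, Adrb1, Atp1b1, Kcnn4 and Prb1, against 12 adjusted over the list alone, which is not independent evidence since the study chose the list. In CR replicates 1, 2 and 3, 12 of 12 genes lay above every AL library, and in CR replicate 4, 5 did. The libraries also differed in transcripts that are abundant in the mouse parotid gland. Bpifa2 (Gene ID 19194, chromosome 2 from 154008265 to 154016079) was counted at 17744, 9816, 7918 and 190.1 CPM in AL replicates 1 to 4 and at 167976, 165198, 151207 and 13699.7 CPM in CR replicates 1 to 4. Amy1, the salivary amylase gene, ranged from 45.4 to 50756 CPM. The parotid score, the mean log2 CPM of 8 such transcripts listed from general knowledge, was 9.76, 8.36, 8.63 and 4.94 in AL replicates 1 to 4 and 13.2, 14.0, 12.1 and 10.9 in CR replicates 1 to 4. Prb1 belongs to the score and to the heatmap list. With the score as a covariate, the median log2 fold change of the salivary secretion genes was 0.43.

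**Figure D2:**
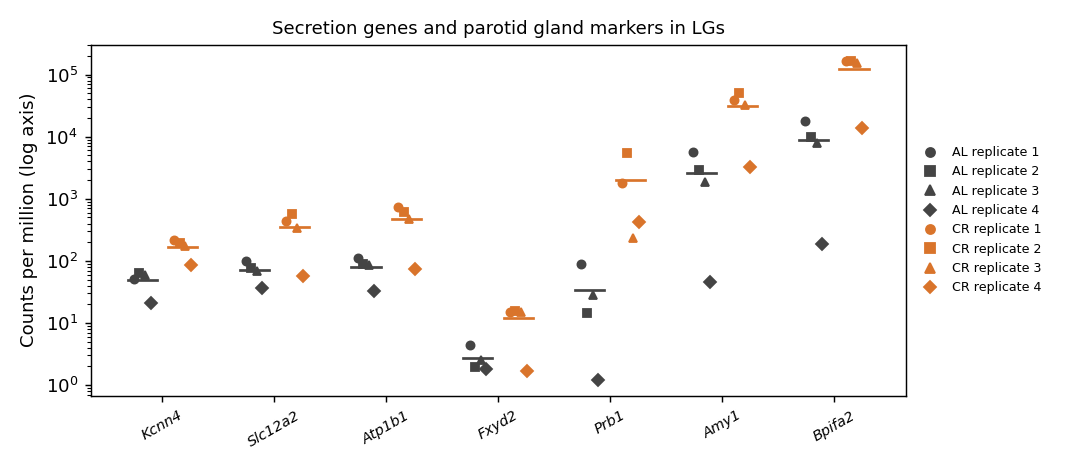
CPM (log axis) of 5 genes of secretion and of the parotid transcripts Amy1 and Bpifa2 in the 4 AL and 4 CR libraries. Points are libraries and lines are group means. For Bpifa2, CR replicate 4 has 13699.7 CPM and AL replicate 1 has 17744 CPM.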

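Kcnn4 (Gene ID 16534, chromosome 7 from 24370263 to 24386690) rose from 48.8 ± 19.1 CPM in AL to 167 ± 56.0 CPM in CR (mean ± SD, n = 4 each). Its log2 fold change was 1.78 (standard error 0.35, adjusted p = 0.0277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every CR library exceeded every AL library. Atp1b1 rose from 79.6 ± 33.6 to 474 ± 290.3 CPM (log2 fold change 2.57, standard error 0.57) and Slc12a8 from 1.36 ± 0.803 to 13.7 ± 8.77 CPM (3.35, standard error 0.70). Both were called, with adjusted p-values of 0.0431 and 0.0335 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although CR replicate 4 lay within the AL range. Slc12a2 (log2 fold change 2.32) and Scnn1a (1.14) were higher but not called. Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0505 and 0.251. Leaving out CR replicate 4 brought Slc12a2 past the thresholds. It was the only 1 of the 8 fits leaving out a library that called Atp1b1 or Slc12a8, while Kcnn4 was called without CR replicate 4 and without AL replicate 4. With the parotid score as a covariate, the log2 fold change was 0.26 for Kcnn4, 0.19 for Atp1b1, 0.10 for Slc12a2 and -0.08 for Slc12a8.
Cftr and Scnn1b were counted too rarely for the test across genes. Cftr had 0.137 ± 0.175 CPM in AL and 1.82 ± 1.23 CPM in CR (exact permutation test, two-sided p = 0.143, Benjamini-Hochberg adjusted over 16 rarely counted genes 0.190). Scnn1b had 0.198 ± 0.231 and 1.36 ± 0.663 CPM (exact permutation p = 0.0286, adjusted 0.0653). Among the glycosylation enzymes, Galnt3 (Gene ID 14425, chromosome 2 from 66082766 to 66124994) rose from 33.9 ± 8.68 to 79.7 ± 13 CPM. Its log2 fold change was 1.23 (standard error 0.21, adjusted p = 0.0161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lost its call without AL replicate 1 and without CR replicate 2 or 3. Gcnt1 had a log2 fold change of 2.88 (standard error 0.69, adjusted p = 0.0555 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.18 with the parotid score as a covariate, and was called without CR replicate 4. Galnt15, with every AL library at or under the floor of 3 counts, was at least 5.86-fold higher in CR (exact permutation p = 0.0286, two-sided, Benjamini-Hochberg adjusted 0.0653).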

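Of 78 cytoplasmic ribosomal protein genes tested, selected by symbol, 74 were higher in CR, with a median log2 fold change of 0.50 (adjusted p = 8.0e-13 in limma's camera test with Benjamini-Hochberg adjustment, 0.0726 with the correlation estimated). None was called, over all genes or adjusted over the list alone, and 35 had an unadjusted p under 0.05. Single genes ranged from -0.29 to 0.88 on the log2 scale, and 9 of them are in the study's list of DEGs. In CR replicates 1 to 4, 43, 49, 56 and 57 of the 78 genes lay above every AL library. With the parotid score as a covariate the median was 0.79.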

The upregulation of protein translation and maturation, along with enhanced ion secretion and exchange pathways under CR, suggests increased protein synthesis and secretory activities. 

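The heatmap of lipid metabolic process holds 26 genes, each with a higher mean in CR (median log2 fold change 1.60, adjusted p = 1.7e-31 in limma's camera test with Benjamini-Hochberg adjustment). Over all genes tested 12 were called, and 26 adjusted over the list alone, which is not independent evidence because the study picked them. In CR replicates 1, 2, 3 and 4, 25, 26, 26 and 14 of them lay above every AL library, and with the parotid score as a covariate the median was 0.96. The carnitine palmitoyltransferase gene Cpt1a (Gene ID 12894, chromosome 19 from 3322334 to 3385733) rose from 18.4 ± 2.99 CPM in AL to 39.1 ± 14.1 CPM in CR (mean ± SD, n = 4 each), with no overlap between the groups. Its log2 fold change of 1.08 (standard error 0.26) had an adjusted p of 0.0540 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called without CR replicate 1 and without CR replicate 4.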

Other pathways enriched in CR-upregulated DEGs were related to lipid metabolism as shown by the predicted pathways “regulation of lipid metabolic process” and “regulation of lipolysis in adipocytes” (Fig. 3E); DEGs within these pathways were involved in mitochondrial β-oxidation (*Cpt1a*) and fatty acid biosynthesis, which corresponds to the creation of fatty acids from acetyl-CoA and occurs in several organelles. Additionally, DEGs from these pathways were associated with the upregulation of key regulators of mitochondrial bioenergetics and lipid metabolism, including *Ppargc1a*, *Adipoq*, *Adora1*, *Cyp2e1*, and *Prkaa2*. qRT-PCR analysis of additional samples confirmed the increased expression of *Adipoq*, *Adora1*, *Cyp2e1*, and *Lbp* in CR LGs compared to AL LGs (Supplemental Fig. 2B). 

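Adora1 (Gene ID 11539, chromosome 1 from 134199223 to 134235431), which encodes an adenosine receptor, had 36.5 ± 23.0 CPM in CR and 1.65 ± 0.924 CPM in AL (mean ± SD, n = 4 each). Its log2 fold change was 4.49 (standard error 0.81, adjusted p = 0.0197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CR replicate 4 had 2.11 CPM, far below the other CR libraries at 46.3, 46.0 and 51.5 CPM, and with the parotid score as a covariate the log2 fold change was 1.25. Cyp2e1 had 3.04 ± 1.98 CPM in CR and 0.236 ± 0.275 CPM in AL (log2 fold change 3.69, standard error 0.79, adjusted p = 0.0369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), without overlap between the diets. Ppargc1a, which encodes a coactivator of mitochondrial genes, had a log2 fold change of 2.85 (standard error 0.66, adjusted p = 0.0497 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the parotid score as a covariate its log2 fold change was -0.20, and of the 8 fits leaving out a library only that without CR replicate 4 called it. Adora1 was called in 3 of those fits, without AL replicate 4, CR replicate 1 or CR replicate 4, and Cyp2e1 in 3, without AL replicate 1, CR replicate 1 or CR replicate 4. Adipoq, at 10.2 ± 6.64 CPM in CR and 2.38 ± 1.40 CPM in AL, and Prkaa2, at 7.83 ± 2.65 CPM in CR and 3.79 ± 0.0615 CPM in AL, had log2 fold changes of 2.08 and 1.05. Neither was called, with adjusted p-values of 0.0635 and 0.0707 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both were called without CR replicate 4.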

The increased expression of lipopolysaccharide-binding protein (LBP, encoded by *Lbp*), and adiponectin, which regulates glucose and fatty acid oxidation, was validated using western blotting (Fig. 3F, G). Consistent with an increase in fatty acid oxidation for energy production rather than lipogenesis for fat storage, CR decreased peroxisome proliferator-activated receptor gamma (PPAR-γ) protein levels, in agreement with the literature [48, 49].

In summary, our data suggest that CR may support LG function by enhancing secretion, mitochondrial activity, and lipid metabolic processes for increased energy production and expenditure. These processes have previously been found to be impaired by chronic inflammation in the LGs and salivary glands with aging [50, 51].

### CR maintains LG function by delaying the progression of inflammation and modulating the ECM

The 259 genes significantly downregulated by CR (Fig. 4A–E) were notably enriched in several immune-related pathways (Supplementary files). 

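Of the 13 genes in the hematopoietic cell lineage heatmap, 9 were counted often enough to be tested, and each was lower in CR (median log2 fold change -1.66, adjusted p = 1.1e-12 in limma's camera test with Benjamini-Hochberg adjustment). Of the 26 genes in the leukocyte activation heatmap 21 were tested, and each was lower in CR (median -1.47, limma camera adjusted p = 2.2e-25). The lists hold 5 and 8 genes called over all genes tested and 9 and 21 adjusted over the list alone, which is not independent evidence since the study chose both lists. In CR replicates 1 to 4, 9, 9, 9 and 8 genes of hematopoietic cell lineage and 21, 21, 21 and 20 genes of leukocyte activation lay below every AL library. With the parotid score as a covariate, the medians were -1.70 and -1.63.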

Among the top 10 most enriched pathways were “Hematopoietic cell lineage,” “Extracellular matrix organization,” “Leukocyte activation,” “Hemostasis,” “B cell receptor signaling pathway,” “Adaptive immune system,” and “others” (Fig. 4B). A heatmap of the DEGs involved in hematopoietic cell linage is shown in Fig. 4C. 

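The MHC class II gene H2-Aa (Gene ID 14960, chromosome 17 from 34282744 to 34287823) had 48.0 ± 11.3 CPM in CR and 150.0 ± 71.4 CPM in AL (mean ± SD, n = 4 each), a log2 fold change of -1.64 (standard error 0.31, adjusted p = 0.0229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). H2-Eb1 (Gene ID 14969, chromosome 17 from 34305867 to 34316674) had 20.2 ± 7.25 CPM in CR and 85.2 ± 67.8 CPM in AL (log2 fold change -2.07, standard error 0.44, adjusted p = 0.0343 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each CR library lay below each AL library for both genes. Leaving out AL replicate 2, CR replicate 1, CR replicate 2 or CR replicate 3 took both over the threshold of 0.05. AL replicate 3 had the highest H2-Eb1 level, 186 CPM, and without it the log2 fold change was -1.35. H2-DMb1, which shares 23.0% of the 75-base windows at its 3' end with H2-DMb2, had a log2 fold change of -1.79, -1.12 without AL replicate 3. The log2 fold change of Ptpn6 was -1.08 and that of Kitl -0.92. From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.0635 for H2-DMb1, 0.0498 for Ptpn6 and 0.0337 for Kitl. Ptpn6 kept its call only without CR replicate 4, Kitl only without AL replicate 4 or CR replicate 4, and H2-DMb1 gained one without AL replicate 4. Cd22 (2.32 ± 1.70 CPM in AL and 0.279 ± 0.393 in CR) and Jchain (18.5 ± 8.19 and 8.17 ± 2.88 CPM) fell by 2.99 and 1.18 on the log2 scale with overlapping groups. Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.138 and 0.120. Without CR replicate 4, Cd22 was called and its log2 fold change was -4.61.
Cd3d, Cd37 and H2-Ob were counted too rarely for that test. Cd3d had 1.36 ± 0.994 CPM in AL and 0.118 ± 0.160 CPM in CR (exact permutation test, two-sided p = 0.0286, Benjamini-Hochberg adjusted over 16 rarely counted genes 0.0653). With every CR library at or under the floor of 3 counts, Cd37 was at least 5.33-fold lower in CR (exact permutation p = 0.0571, adjusted 0.0914). H2-Ob was at least 5.66-fold lower in CR (exact permutation p = 0.0286, adjusted 0.0653).

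**Figure D3:**
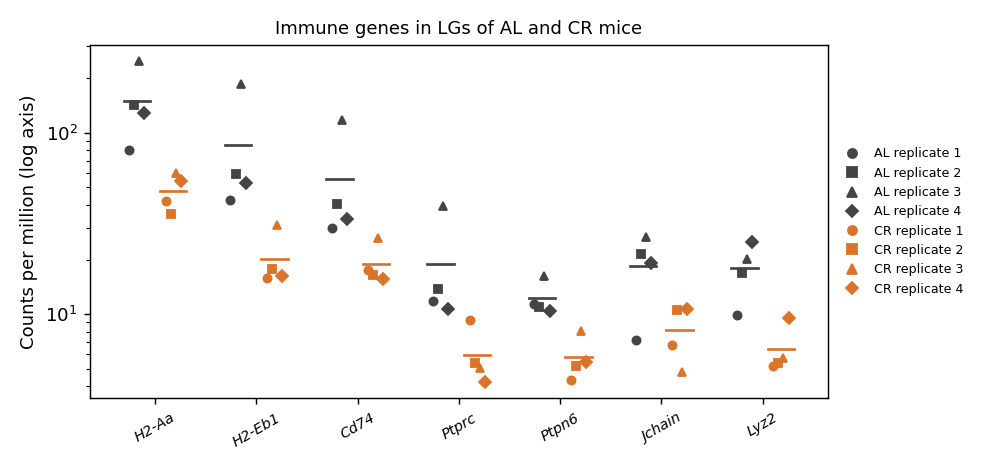
CPM (log axis) of 7 immune genes in the 4 AL and 4 CR libraries. Points are libraries and lines are group means, and AL replicate 3 holds the highest value of each gene but Lyz2, at 39.5 CPM for Ptprc and 117 CPM for Cd74.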

We observed significant downregulation of genes expressed by T cells (*Cd3d*), B/plasma cells (*Cd22*, *Cd37*, *Jchain*), MHC-II molecules (*H2-Aa*, *H2-Eb1*, *H2-DMb1*, *H2-Ob*), and genes involved in hematopoietic progenitor cell proliferation and differentiation (*Ptpn6*, *Kitl*) (Fig. 4C). 

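Ptprc (Gene ID 19264, chromosome 1 from 138062861 to 138175708) had 5.99 ± 2.24 CPM in CR and 19 ± 13.7 CPM in AL (mean ± SD, n = 4 each), a log2 fold change of -1.66 (standard error 0.42). Cd83 had 1.33 ± 0.462 CPM in CR and 4.00 ± 1.32 CPM in AL (-1.57, standard error 0.39), and Cd74 had 19 ± 5.01 CPM in CR and 55.3 ± 41.6 CPM in AL (-1.54, standard error 0.40). The groups did not overlap for any of the 3 genes, but none was called, with an adjusted p of 0.0635 for Ptprc and for Cd83 and 0.0703 for Cd74 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ptprc was called without AL replicate 4 and Cd83 without CR replicate 4. Without AL replicate 3, the highest AL library for Ptprc and Cd74, the log2 fold changes were -1.03 and -0.87. The rarely counted Ms4a1 had 2.61 ± 1.65 CPM in AL and 0.214 ± 0.106 CPM in CR (exact permutation test, two-sided p = 0.0286, Benjamini-Hochberg adjusted 0.0653).
Marker lists for leukocytes were written from general knowledge. All 7 MHC class II genes tested were lower in CR (median log2 fold change -1.66, adjusted p = 2.8e-09 in limma's camera test with Benjamini-Hochberg adjustment), and each of the 7 is in the study's list of DEGs. Over all genes 3 were called and adjusted over the list alone 7, and 7, 7, 6 and 7 of them lay below every AL library in CR replicates 1 to 4. All 13 macrophage genes were lower (median -0.85, -0.50 without AL replicate 3, limma camera adjusted p = 4.0e-06), with 1 called over all genes and 6 adjusted over the list alone. The 3 T cell genes tested were lower (median -0.91, limma camera adjusted p = 0.0261), and none was called over all genes or adjusted over the list alone (1 at an unadjusted p under 0.05). Of 4 plasma cell genes 3 were lower (median -0.92, limma camera adjusted p = 0.0312), with 0 called over all genes and 3 adjusted over the list alone (3 at an unadjusted p under 0.05). The T cell list exceeded 0.05 without AL replicate 3 (limma camera adjusted p = 0.0837, from 6.9e-06 to 0.259 over its alternatives, in which 3 to 7 genes of the list were tested). The plasma cell list did so without AL replicate 2 or 3 and without CR replicate 1, 3 or 4, with limma camera adjusted p-values from 0.00454 to 0.122 over its alternatives. Too few B cell genes were tested for a list. Over 9 of them with at least 10 counts in all libraries together, the median log2 ratio of mean CPM plus 0.1 was -2.52.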

The downregulation of the pan-leukocyte marker *Ptprc* (encoding CD45) and *Cd83* (expressed by activated immune cells), as well as markers of the myeloid (*Cd74*) and lymphoid (*Ms4a1)* lineages, collectively suggests a reduced presence of these cells in CR LGs compared to AL-fed mice (Fig. 4D).

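The 18 genes of the heatmap on ECM organization were all tested and all lower in CR (median log2 fold change -1.59, adjusted p = 1.1e-29 in limma's camera test with Benjamini-Hochberg adjustment). Over all genes 8 were called, against 18 adjusted over the list alone, which is not independent evidence as the study picked these genes. In CR replicates 1 to 4, 17, 18, 17 and 18 of the 18 genes lay below every AL library. With the parotid score as a covariate their median was -1.55.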

The second most significant pathway downregulated by CR was “Extracellular matrix organization” (Fig. 4E). This pathway notably included genes encoding extracellular matrix (ECM) components, such as *Fn1*, *Fbn1*, and various collagen genes and metalloproteinases like *Mmp3*, *Mmp12*, *Adamts5*,* Adamts15*, and *Ctss*. 

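Col3a1 (Gene ID 12825, chromosome 1 from 45311538 to 45349706) fell from 36.6 ± 9.73 CPM in AL to 5.28 ± 1.15 CPM in CR (mean ± SD, n = 4 each), a log2 fold change of -2.79 (standard error 0.24, adjusted p = 0.000672 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col1a1 (Gene ID 12842, chromosome 11 from 94936224 to 94953042) fell from 18.3 ± 5.59 to 3.22 ± 0.571 CPM (log2 fold change -2.50, standard error 0.26, adjusted p = 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were called in each of the 8 fits that left out a library. Also called were Col5a1 (log2 fold change -1.96), Col14a1 (-1.49) and Col6a3 (-1.27), in 5, 3 and 1 of those fits. Of 23 collagen genes tested, selected by symbol, 22 were lower in CR and Col4a4 was higher (median -1.04, adjusted p = 5.2e-15 in limma's camera test with Benjamini-Hochberg adjustment). Over all genes 5 were called and adjusted over the list alone 12, 8 of the 23 are in the study's list of DEGs, and 15, 13, 13 and 16 of them lay below every AL library in CR replicates 1 to 4.
The fibrillin gene Fbn1 (Gene ID 14118) had 3.70 ± 1.08 CPM in CR and 11.2 ± 3.61 CPM in AL and the fibronectin gene Fn1 (Gene ID 14268) had 2.48 ± 1.16 CPM in CR and 8.29 ± 4.55 CPM in AL. Their log2 fold changes were -1.60 (standard error 0.30) and -1.74 (standard error 0.43), with adjusted p-values of 0.0208 and 0.0607 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fn1 was called in none of the 8 fits and Fbn1 in 5, failing without AL replicate 3, CR replicate 2 or CR replicate 3. Among proteases, Mmp3 (-1.57) and Adamts5 (-1.55) were called, and Mmp12 (-1.69), Adamts15 (-1.20) and Ctss (-1.22) were not. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.0326 for Mmp3, 0.0344 for Adamts5, 0.0594 for Mmp12, 0.0593 for Adamts15 and 0.132 for Ctss. Leaving out CR replicate 4 brought Mmp12 and Adamts15 past the thresholds, and Mmp3 and Adamts5 stayed past them only without AL replicate 4, CR replicate 1 or CR replicate 4. Ctss, the 1 gene of these 5 whose groups overlapped, had a log2 fold change of -0.62 without AL replicate 3.

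**Figure D4:**
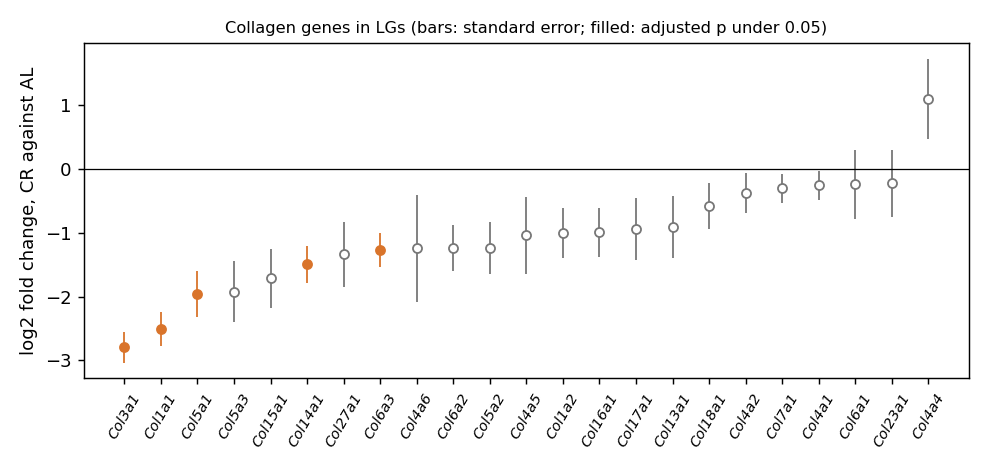
Log2 fold change of CR against AL for the 23 collagen genes tested, with bars for the standard error and filled points for an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Values run from -2.79 for Col3a1 to 1.10 for Col4a4.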

We previously reported that cathepsin S (encoded by *Ctss*) has a pathogenic role in aged mice [37, 52]. These findings suggest reduced ECM remodeling in CR-treated LGs. 

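Of 12 fibroblast genes other than collagens, written as a list from general knowledge, 9 were lower and 3 higher in CR (median log2 fold change -0.66, adjusted p = 0.00816 in limma's camera test with Benjamini-Hochberg adjustment). None was called over all genes and 3 adjusted over the list alone (3 at an unadjusted p under 0.05), and 2 are in the study's list. Dcn rose by 0.22 and Pdgfra fell by 0.65 on the log2 scale. Over the 8 fits that each left out 1 library, the log2 fold change ranged from 0.087 to 0.31 for Dcn. For Pdgfra it ranged from -0.95 to -0.25. Without AL replicate 3 the median was -0.40 and the limma camera adjusted p 0.0526, within a range of 0.000588 to 0.149 over the alternatives of that list. From the lower expression of ECM components and metalloproteinases, the paper proposes that ECM remodeling was reduced in the LGs of CR mice. From the enriched terms among the genes higher in CR it proposes more secretion and lipid metabolism, and from the lower leukocyte markers it proposes that fewer of these cells were present.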

ECM remodeling and epithelial-mesenchymal transition (EMT) are early indicators of LG inflammation [14, 53].

Our data suggest CR may enhance LG function by preventing age-associated changes in immune response and ECM remodeling.

### CR decreases immune infiltration in the lacrimal gland

A key feature of aging observed in middle-aged animals is the onset of immune infiltration in various organs, including the LG. We have previously demonstrated that the LG develops mononuclear infiltrates as quantified by the focus score, which measures immune infiltrates (> 50 mononuclear cells) that organize themselves into immune foci [15]. While immune cells were still present around the ducts in the CR LGs, they did not form large foci as typically seen in aging, and the focus scores were significantly lower than in the AL group (Fig. 5A).

**Fig. 5:**
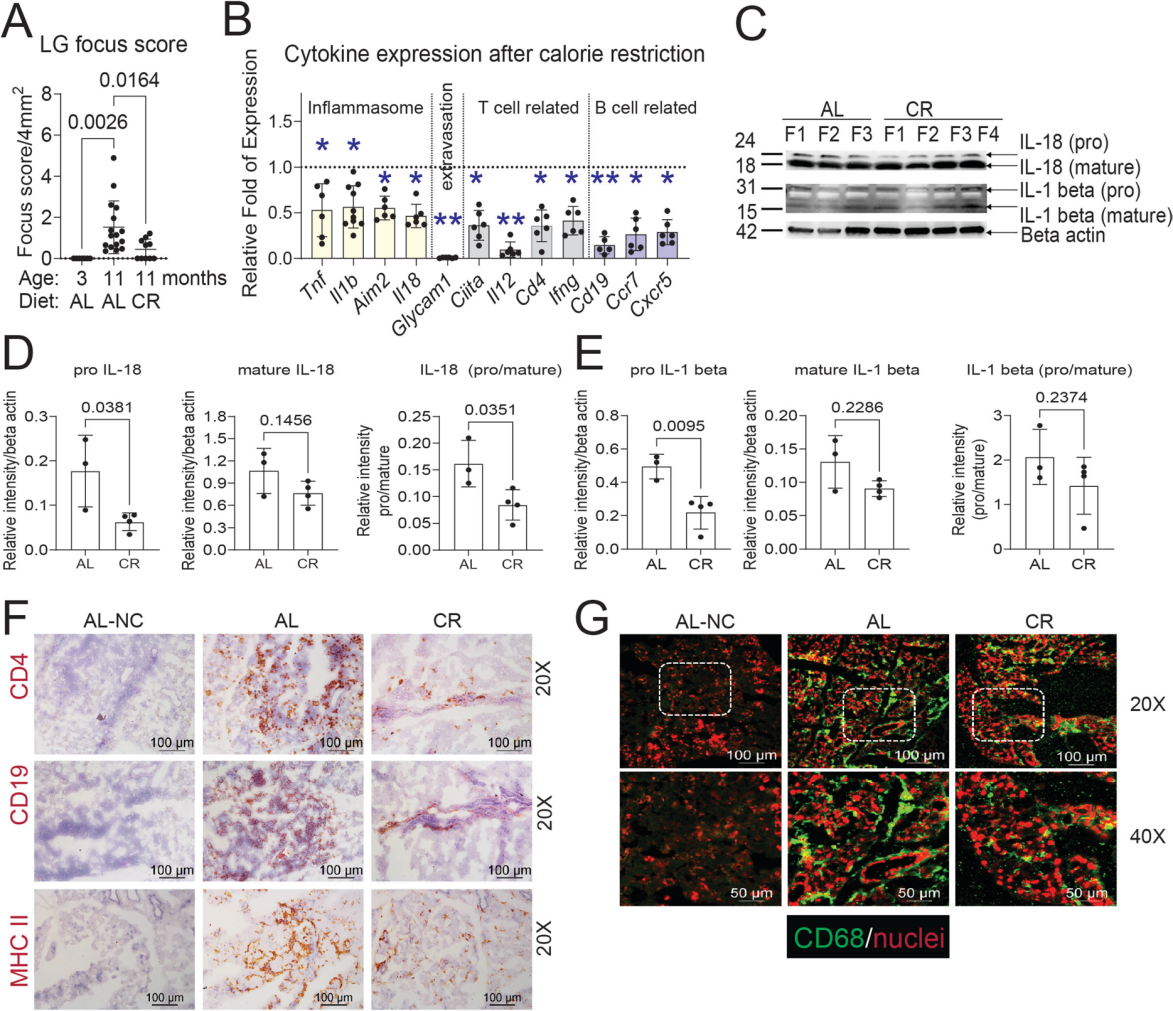
CR changes inflammatory markers in the LG. **A** Focus score of LG infiltrates in 3M AL (*n* = 7), 11M AL (*n* = 16) and 11M CR (*n* = 10). **B **Relative fold expression of transcripts related to inflammasome, extravasation of lymphocytes, and T and B cell-related genes. The dotted line indicates the AL level, and the individual bar graphs show CR levels. Each dot represents one animal. * *P* < 0.05; ** *P* < 0.01. *n* = 5-6/group but *Il1b* (*n* = 10). **C** Western blot digital images of LG lysates probed with anti-IL-18 and IL-1 beta antibodies. Each lane is a different biological LG. F = female. (D-E) Densitometry quantification of IL-18 (**D**) and IL-1β (**E**).  Bands were quantified and the ratio to beta-actin is shown. Each dot represents one LG. The Mann-Whitney *U*-test was used. *P* value as shown. **F** Representative images of LG sections stained with anti-CD4, anti-CD19, and anti-MHC II (EA/IE). Positive reactions are identified in red. Scale bar 100µm. **G** Representative merged images of laser confocal microscopy of frozen sections stained with anti-CD68 (green) and propidium iodide (red) nuclear counterstaining. The top rows show images taken at 20X (scale bar = 100µm), and the bottom rows show magnified images of the dotted squares with a scale bar of 50µm

To validate this decrease in infiltrating immune cells, we performed individual qRT-PCRs on the other LG from the same animals (Fig. 5B). We selected genes previously shown to be upregulated with aging (Fig. 1 and [15, 39, 54]). CR significantly decreased the expression of genes involved in inflammasome signaling, such as *Tnf*, *Il1b*, *Aim2*, and *Il18* (50–60% reduction), as well as genes related to leukocyte extravasation (*Glycam1*, 95% reduction), Th1 priming [*Ciita* (MHC II, − 64%), *Il12* (− 81%), *Cd4* (− 65%), *Ifng* (− 60%)], and B cell function [*Cd19* (− 86%), *Ccr7* (− 74%), and *Cxcr5* (− 61%)] compared with the AL group (dotted line, Fig. 5B).

We further validated the IL-18 and IL-1β protein expression levels, since these proteins are critical markers involved in the inflammasome pathway using western blot (Fig. 5C). Consistent with mRNA levels, CR significantly decreased the abundance of pro-IL-18 and pro-IL-1β (Fig. 5D and E), suggesting that CR reduces the pro-inflammatory signals promoting their transcription. These results indicate that CR has profound effects on inflammatory pathways within the LG.

Immunohistochemistry further validated these findings at the protein level (Fig. 5F). CR-treated LGs had decreased protein expression of immune cell markers CD4, CD19, and MHC II (encoded by *Citta* gene) (Fig. 5F). By immunofluorescence, we also observed a qualitative reduction in the number of CD68^+^ cells, a protein marker present in macrophages, monocytes, and myeloid dendritic cells (Fig. 5G).

These results indicate that CR reduces the aging-associated immune response within the LG, reshaping the immune landscape.

### CR delays the onset of dry eye development

Aged mice develop dry eye, as characterized by corneal barrier disruption and conjunctival goblet cell loss. These hallmarks of dry eye disease [7] are seen as early as 10–11 M [27, 37, 55]. We evaluated whether CR protects the ocular surface from developing dry eye by analyzing corneal barrier function with fluorescent dye uptake [56] and by measuring conjunctival goblet cell density in paraffin-embedded eye sections. Young mice (3 M) receiving food AL were included as additional controls. Eleven-month AL-fed mice exhibited typical dry eye signs, including increased corneal barrier disruption (Fig. 6A, C) and conjunctival goblet cell loss (Fig. 6B, D). In contrast, mice subjected to CR demonstrated significantly improved corneal barrier integrity and increased conjunctival goblet cell density. These findings indicate that CR prevents the development of age-related dry eye.

**Fig. 6:**
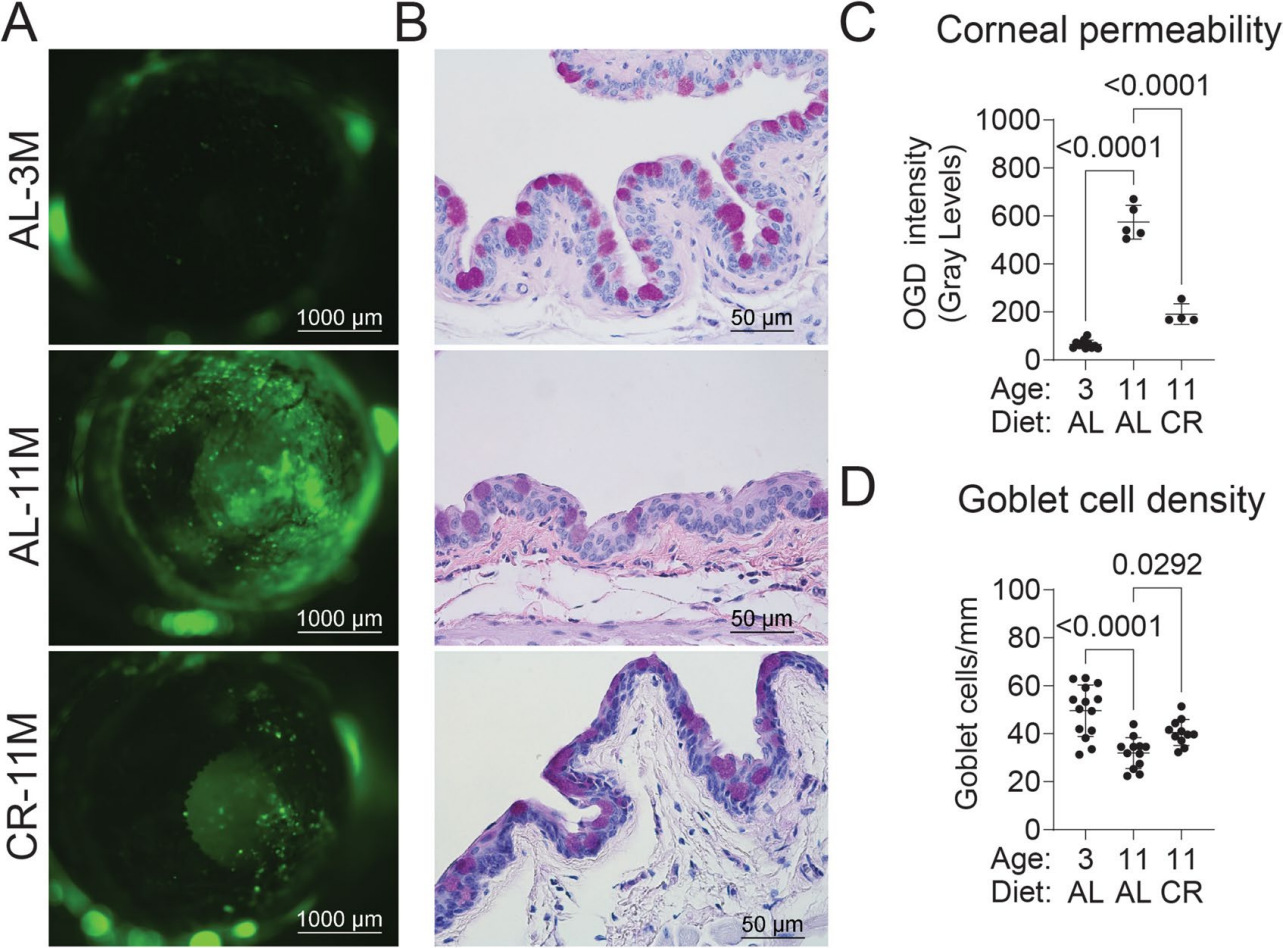
CR in mice for 4 months prevents the development of dry eye in mice. Representative images (**A**) and cumulative data (**C**) of corneas stained with Oregon Green Dextran-488 (OGD) in 11M CR mice. Greater uptake of the dye indicates corneal barrier disruption. Representative images (**B**) and cumulative data (**D**) of PAS-stained paraffin sections identifying goblet cells (purple-magenta). Cumulative data on the graph; each dot represents one animal (average of right and left eyes). Mann-Whitney *U*-test was used. *P* value as shown

The pathways that CR modulates in the cornea and conjunctiva were investigated using bulk RNA sequencing (Figs. 7 and 8, Supplemental Files 5 and 6). In the corneal epithelium, we observed that CR differentially modulated 176 genes (Fig. 7 A, B). Metascape analysis identified that similarly to the LG, the “circadian rhythm” was the top most upregulated predicted pathway (Fig. 7C) while the top most downregulated pathways were the “Regulation of plasma membrane bounded cell projection assembly” (Fig. 7D). Upregulation of *Per1*, *Nr1d1*, *and Nr1d2* genes involved in the circadian rhythm was observed in CR group (Fig. 7E). The second mostly upregulated pathway was “Negative regulation of cell proliferation,” suggesting that CR decreased epithelial turnover and cellular desquamation. The DEGs related to “regulation of plasma membrane” are shown in Fig. 7G.

**Fig. 7:**
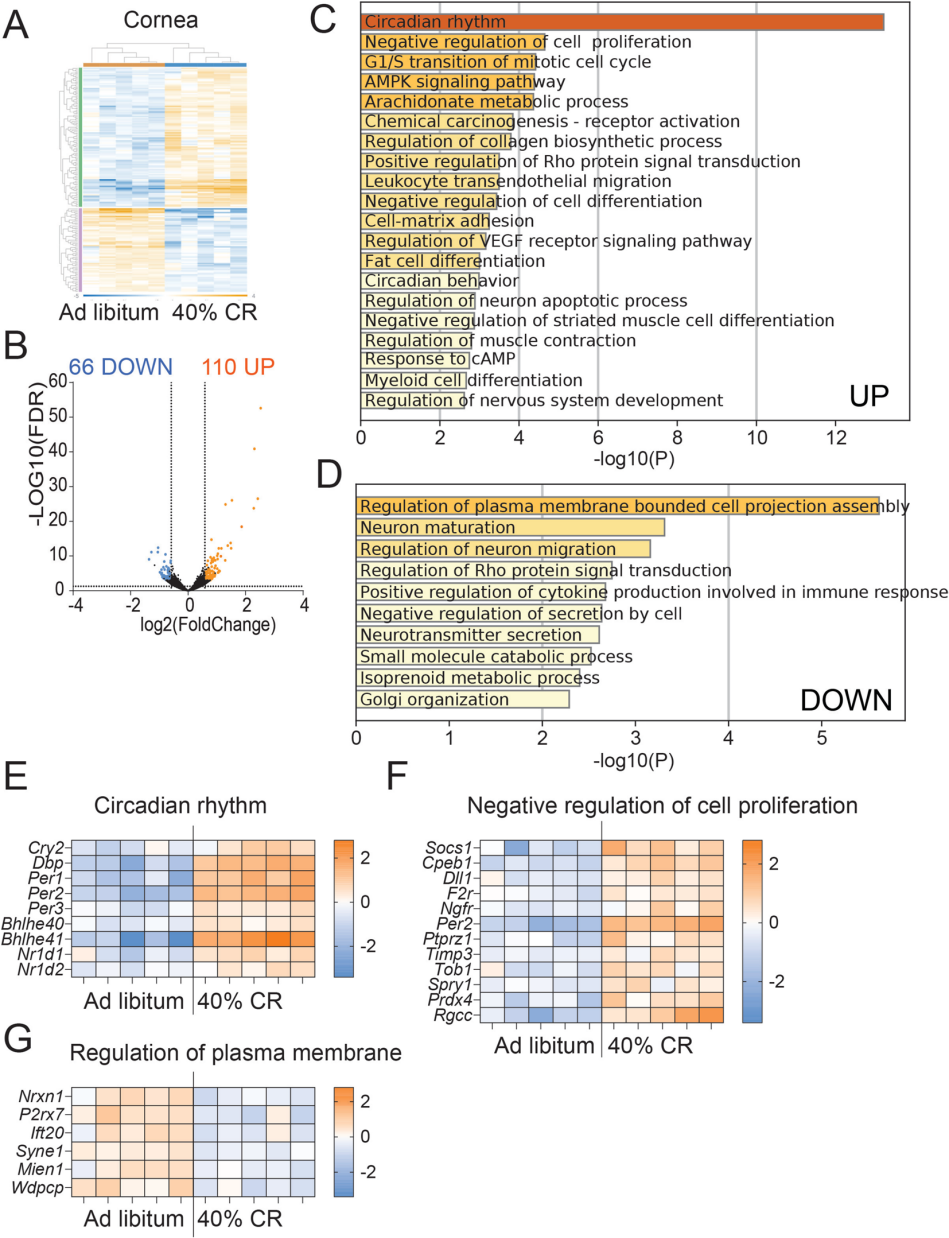
CR in mice for 4 months alters the cornea transcriptome. Corneal epithelium was collected by scraping and total RNA was isolated. Bulk RNA sequencing was performed as described in the methods. **A** Heatmap showing overall changes after CR. **B** Volcano plot of DEGs between CR (*n* = 5) and AL (*n* = 5) mice. 176 significant (p-adj < 0.05, FC > 1.5, orange; FC < 1.5, blue) DEGs were submitted for pathway analysis using Metascape. **C**-**D** The top significant enriched pathways are shown after uploading upregulated (**C**) or downregulated (**D**) DEGs. **E**-**G** Heatmaps of significant DEGs involved in Circadian rhythm (**E**), Negative regulation of cell proliferation (**F**) and Regulation of plasma membrane (**G**)

**Fig. 8:**
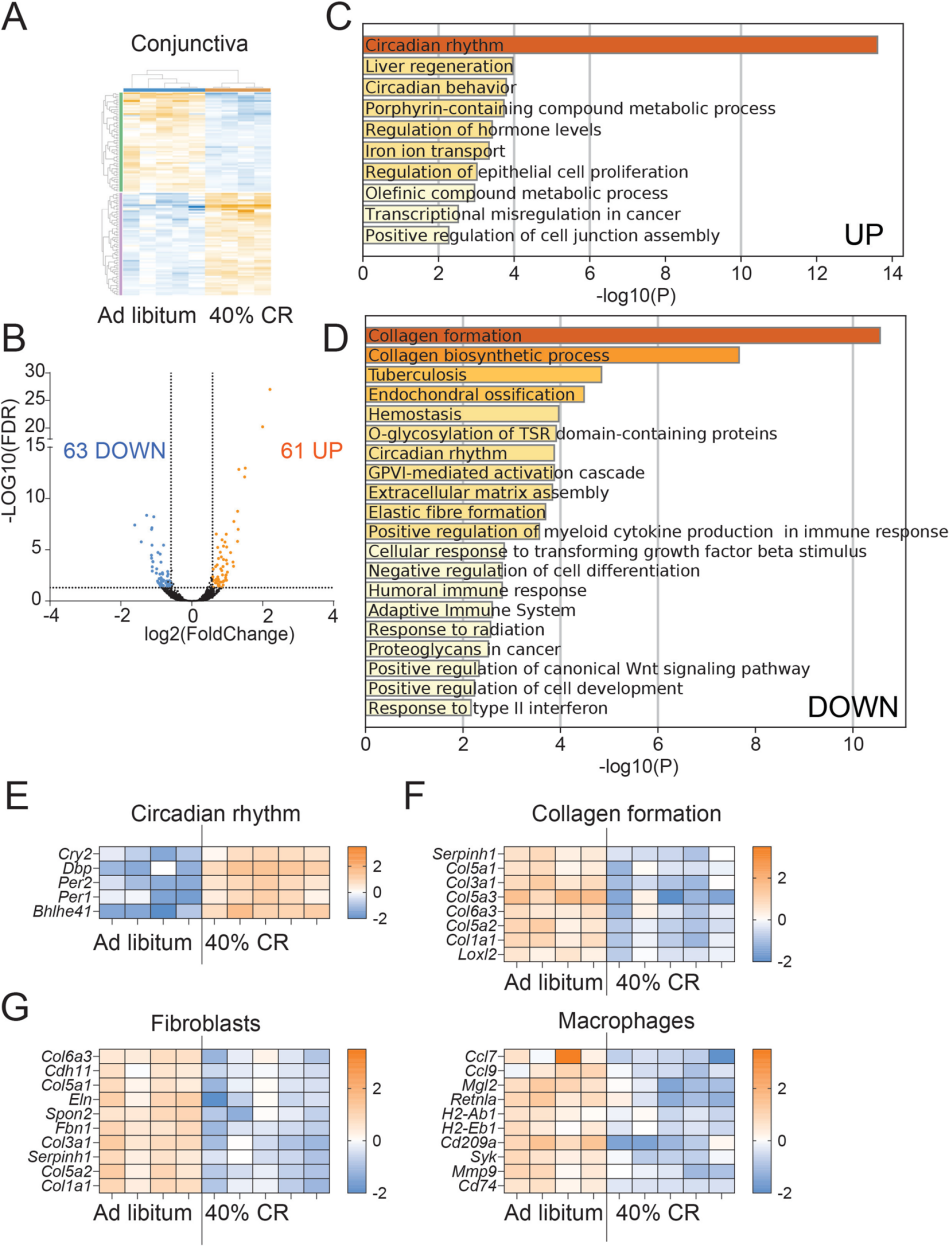
CR in mice for 4 months alters the conjunctival transcriptome. Conjunctiva was excised and the total RNA was isolated. Bulk RNA sequencing was performed as described in methods. **A** Heatmap showing overall changes after CR. **B** Volcano plot of DEGs between CR (*n* = 4) and AL (*n* = 5) mice. 124 significant (p-adj < 0.05, FC > 1.5, orange; FC < 1.5, blue) DEGs were submitted for pathway analysis using Metascape. **C**-**D** The top significant enriched pathways are shown after uploading upregulated (**C**) or downregulated (**D**) DEGs. **E**-**G** Heatmaps of significant DEGs involved in Circadian rhythm (**E**), Collagen formation (**F**) and predicted cell types (**G**)

In the conjunctiva, we observed that 124 genes were differentially modulated by CR (Fig. 8A, B). Metascape analysis indicated that similar to the LG and cornea, the “Circadian rhythm” was the topmost upregulated predicted pathway (Fig. 8C) while the topmost downregulated pathway was “Collagen formation” (Fig. 8D). Upregulation of *Cry2*, *Dbp*, *Per2*, *Per1*, and *Bhlhe41* was observed in the CR group (Fig. 8E). The DEGs related to “Collagen formation” are shown in Fig. 8F and include *Serpinh1*, several collagen subunits, and *Loxl2*. *Serpinh1* encodes HSP47, a serine proteinase inhibitor. HSP47 expression is increased in conjunctival fibrotic diseases, including ocular cicatricial pemphigoid and post-glaucoma surgery [57, 58]. ROSALIND analysis using the PanglaoDB database [59] identified fibroblasts (*P* = 0.003) and macrophages (*P* = 0.004) as the top cell types modulated by CR. The genes related to these cell types are shown in Fig. 8G.

In summary, our results demonstrate that CR, initiated at the beginning of middle age, helps to maintain a healthier ocular surface and LGs by preserving mitochondrial, secretory activity, and LG metabolism while reducing inflammatory changes and ECM remodeling. These changes are also present in the cornea and conjunctiva. Collectively, these effects contribute to improving the age-related dry eye phenotype.

## Discussion

This study investigated the effects of calorie restriction (CR) on improving age-related dry eye. First, we established that aged LGs have increased expression of the inflammatory transcripts *Il1b*,* Tnf*, and *Ifng*. We then analyzed LGs from mice with either AL or CR access to food. We demonstrated that 4-month-long CR in adult mice reduces inflammation in the LG and on the ocular surface and affects genes related to ECM, the immune response, LG secretion, and circadian rhythms. We also identified similar changes in the cornea and conjunctiva.

The most significant upregulated predicted biological pathway in the LG, cornea, and conjunctiva was related to circadian rhythm. These observed circadian rhythm changes were likely driven by the distinct eating patterns of CR mice, as they consumed their daily food within a more restricted time compared to AL fed mice. Given that the timing of food intake can influence the physiological effects of CR, further studies are needed to dissect the specific contribution of intermittent fasting versus reduced calorie intake to the observed CR-mediated changes in the LG. Such research could help elucidate the mechanistic underpinnings of CR’s impact on the LG and its potential therapeutic implications for age-related ocular conditions.

Of the other upregulated biological pathways, CR significantly improved genes related to LG secretion, suggesting a functional enhancement of glandular cells. This finding aligns with a previous study by Kawashima and coauthors [22], which reported a 35% increase in tear volume and acinar cell density in CR-treated rats, as assessed by tear volume tests and histological examination. Other pathways upregulated by CR in the LG were enriched in genes associated with lipid metabolism and fatty acid oxidation. Using western blots, we confirmed an increase in LBP and adiponectin protein levels and a decrease in PPAR-γ. These results agree with the literature and show a global effect of CR on the lipid metabolism in the LG [48, 49]. These pathways observed in CR-treated mice may play a dual role. First, fatty acid oxidation can provide energy to acinar cells, supporting their secretory function. Second, lipid metabolic processes have anti-inflammatory properties [50], potentially reducing immune cell activation and the production of pro-inflammatory lipid mediators. In our previous study using the NOD.H2^b^ mouse model for Sjögren’s disease [60], we reported that chronic inflammation is associated with the downregulation of genes involved in fatty acid oxidation, the TCA cycle, and de novo lipid biosynthesis, correlating with disease progression, while cholesterol synthesis and accumulation were increased. Furthermore, a comparison of aged 24 M LGs to NOD.H2^b^ LGs showed that aging shares many of the same altered pathways with the NOD.H2^b^ mice [54]. This suggests that disruption in fatty acid oxidation and lipid biosynthesis pathways could represent a common mechanism of chronic inflammation leading to LG dysfunction, one that CR has the potential to reverse.

The most significantly downregulated pathways in CR-treated mice in the LG and conjunctiva were pathways associated with inflammation, immune cells, and ECM. For instance, the downregulation of the “hematopoietic cell lineage” and “leukocyte activation” pathways suggest that CR reduces the production and activation of lymphoid origin cells [61]. Chronic inflammation associated with aging is often driven by excessive leukocyte recruitment and activation. Additionally, the observed decrease in the “regulation of leukocyte cell–cell adhesion” pathway suggests a reduction in the processes that mediate leukocyte attachment to endothelial cells or other surfaces, such as ducts or acini. This mechanism is critical during inflammation, as it is a key step in recruiting leukocytes to inflamed or injured tissues. Likewise, our qPCR results identified an 85% reduction in *Glycam1*, one of the peripheral lymph node addressins [62] expressed in the aged murine LG [54]. By decreasing leukocyte adhesion, CR may shift the immune environment towards a less inflammatory state, consistent with findings from models of chronic inflammatory diseases. Oxidative stress and inflammation are closely interconnected, often amplifying each other, and both have been widely implicated in the aging process [15, 63–65]. Oxidative damage [15] and inflammation have been associated with aging and have thus been suggested as potential targets for combating age-related diseases [66]. It has been reported that CR decreases oxidative stress markers and cytokines IL-6 and TNF levels in the LG compared to an age-matched group fed AL [23]. Likewise, we have reported that anti-TNF eye drops have a beneficial effect on goblet cell density and LG immune infiltration [39], suggesting that controlling inflammaging is a key component for aging-related interventions.

The second major biological pathway downregulated by CR was the synthesis and remodeling of ECM. CR decreased gene expression in collagen production and other ECM-related proteins, including *Mmp3*,* Mmp12*, and *Ctss*. This downregulation likely limits ECM deposition, preventing tissue stiffening and preserving elasticity, both critical for maintaining organ function during aging. We published that *Ctss*^−/−^ mice are resistant to age-related dry eye [37]. Furthermore, dry eye disease is associated with increased LG gland tissue stiffness, which has been suggested as a diagnostic of dry eye [67]. ECM organization and remodeling are also key features of inflammation [68, 69], and downregulation of these pathways was also observed in the conjunctiva. The main cell types modulated by CR in the conjunctiva were fibroblasts and macrophages. These cells can sense environmental changes through ECM [68]. These findings align with reports from other tissues showing that CR enhances and reduces markers of aging [28].

CR likewise improved the overall health of the LG. We have previously described how aging is accompanied by the development of ectopic lymphoid structures in the LG [54]. This age-associated increase in infiltrating immune cells in the LG is difficult to reverse. Excitingly, we described here how 40% CR was able to significantly reduce the number and size of infiltrating foci in the LGs. This suggests an improvement in the age-related inflammation that occurs with aging. We confirmed the reduction in mononuclear infiltrates with immunohistochemistry and immunofluorescent staining for immune cell markers CD4, CD19, MHC II, and CD68. Both identified a reduction in immune cell proteins in the CR mice, confirming that the reduction of foci in the histological LG sections resulted in a lower presence of immune cells in the LGs.

In addition to improving the LG, we saw an improvement of aging-related dry eye signs on the ocular surface as well. Hallmarks of dry eye include aging-related goblet cell density loss and corneal barrier disruption [55]. CR protected both goblet cell density and the corneal barrier. It is possible that the protection of the corneal barrier resulted from a healthier tear film due to the increased presence of goblet cells and the increased health of the LG. However, we also observed significant transcriptional changes in the cornea after CR. We recently demonstrated that aging alters the corneal epithelium transcriptome [70], but the earliest age was 12 months. Our present study shows that CR in young mice can profoundly alter the corneal transcriptome and suggests that these early changes in cell proliferation, neuron maturation, and other pathways are related to aging. Taken together, our findings suggest that CR had a holistic effect on the eye and improved multiple tissues associated with aging-related dry eye.

While CR alone has promising therapeutic potential, another promising avenue of treatment for age-related inflammation is combining CR with other interventions to alleviate age-related exocrine gland dysfunction. For example, pharmacological agents targeting mitochondrial metabolism, inflammation, oxidative stress, or ECM remodeling may provide similar benefits. Thus, combining CR with antioxidant supplementation or anti-inflammatory drugs may yield synergistic effects. Future research should investigate these combinations to determine whether they offer enhanced protection against age- and inflammation-related gland dysfunction.

Overall, our findings suggest that CR orchestrates a coordinated response in the lacrimal gland and on the ocular surface by modulating metabolic pathways, reducing inflammation and immune cell presence, protecting goblet cell density and the corneal barrier, and preserving or enhancing mitochondrial activity and, therefore, LG secretory function. Our findings strongly indicate that CR offers potential therapeutic avenues for age- and inflammation-related gland dysfunction.

One limitation of this work is the relatively small number of biological replicates in our bulk RNA-seq experiment. 

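In a principal component analysis of log2 CPM over the genes tested, the first component held 34.8% of the variance and the next 24.2%. On the first component the AL replicates 1 to 4 lay at -25.6, -29.9, -32.0 and -48.9 and the CR replicates 1 to 4 at 50.6, 47.4, 43.9 and -5.38. CR replicate 4 thus lay between the other CR libraries and the AL libraries, and its parotid score was the lowest of the CR libraries. Over the 8 libraries the component and the score rise together, but the libraries form clusters by diet, so no pooled correlation is given and 4 libraries per diet are too few for one. Fxyd2 was counted at 15.1, 15.4 and 15.2 CPM in CR replicates 1 to 3 and at 1.67 CPM in CR replicate 4. For the clock gene Per2, in contrast, CR replicate 4 had the highest level of all libraries, 33.9 CPM.

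**Figure D5:**
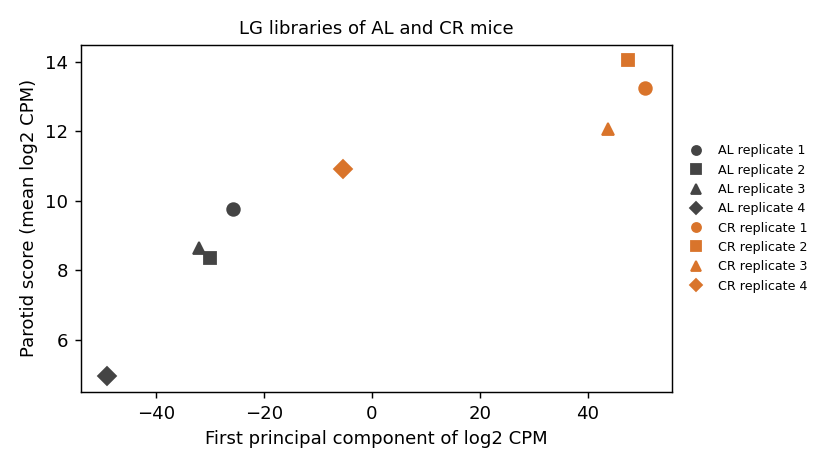
First principal component of log2 CPM (horizontal axis) and parotid score, the mean log2 CPM of 8 parotid transcripts (vertical axis), for the 4 AL and 4 CR libraries. CR replicate 4 lies at -5.38 and AL replicate 4 at -48.9 on the component.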

Notably, one sample in the CR group exhibited an intermediate expression pattern on the heatmap, suggesting it may have been an outlier. This variability in response to CR may reflect inherent biological variability associated with aging [71]. Another limitation of our study was that evaluation of macrophages infiltrating the LGs could only be performed qualitatively in immunofluorescent images without standardized image analysis (Fig. 5G) due to the small number of biological replicates collected for histology. In future studies, we plan to address this quantitatively by conducting flow cytometry analysis of CR LGs. We have used flow cytometry to quantify immune cell infiltrations within the LGs [54, 72]. Additionally, our study exclusively used female mice. Since it is well known that sex influences immune responses, metabolic pathways, and aging processes, it would be important to investigate whether CR elicits similar benefits in male mice. Indeed, sex-specific responses to CR have been found in other tissues, like the liver and adipose tissue, due to putative hormonal influences [73, 74]. Although the data obtained in this study provide evidence for CR-mediated benefits for female mice, future studies should investigate whether sex-specific factors affect the degree or mechanisms of improvement in LG function.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplemental Fig. 1 Body mass measurements from mice receiving AL or CR diet during the experiment. (PNG 57.0 KB)

High Resolution Image

Supplemental Fig. 2 qPCR validation of genes involved in pathways “Salivary secretion” (A) and “Regulation of lipid metabolic process” (B). Each dot represents one lacrimal gland. The Mann-Whitney *U*-test was used. *P* value as shown. (PNG 70.6 KB)

High Resolution Image

Supplementary File 1 List of significant DEGs between CR and AL mice LGs.

Supplementary File 2 Log2 fold change of significant DEGs involved in pathways related to Figs. 3 and 4.

Supplementary File 3 Metascape analysis of upregulated DEGs.

Supplementary File 4 Metascape analysis of downregulated DEGs.

Supplementary File 5 List of DEGs in cornea after CR.

Supplementary File 6 List of DEGs in conjunctiva after CR.

How the deposited data were processed for this re-analysis (not part of the article)

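LG RNA of 4 AL and 4 CR mice was measured by sequencing of 3' ends, and the authors deposited a table of counts, made by trimming the reads with cutadapt, aligning them to mm10 with STAR and counting them per gene with HTSeq on the ROSALIND platform. The log2 values deposited by the authors were made from these counts by dividing by DESeq2's RLE size factor, adding 1 and taking log2. Recomputing them from the counts gave a largest difference of 0, and they were not used further. The cornea, the conjunctiva and the sequence reads were not analysed here.
The table lists 24557 genes by symbol and Gene ID. After 5 repeated symbols were dropped, 24552 genes remained, of which 16735 had at least 1 count in all libraries together and 11211 passed edgeR's filterByExpr. Totals ranged from 12051881 to 22156511 counts per library. With library sizes scaled by the RLE factors, 3 counts, taken as the floor, correspond to between 0.152 and 0.231 CPM. Samples were grouped by the diet on their labels. CR was compared with AL by edgeR 4.0.16 in R 4.3.3 with RLE factors, quasi-likelihood F tests and Benjamini-Hochberg adjustment, and the standard error is the log2 fold change divided by the square root of F. A gene was called at an adjusted p under 0.05 and a fold change of at least 1.5, the study's thresholds. The biological coefficient of variation was 34.7%. Genes counted too rarely for this test were compared by exact permutation tests, two-sided, adjusted over 16 genes, and the smallest p that 4 against 4 allow is 0.0286.
Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, adjusted over 20 lists, with fry and an estimated correlation as alternatives. The lists were the study's 6 heatmap lists, collagens, cytoplasmic ribosomal proteins, MHC class II, B cells, of which too few were tested, T cells, plasma cells, macrophages, fibroblasts without collagens, clock genes of the Per and Dbp phase and of the Bmal1 phase, parotid gland, lacrimal gland secretion, submandibular and sublingual glands, white adipose tissue and skeletal muscle. The parotid, lacrimal and white adipose lists were written after Supplementary File 1 had been read.
Genes are named here if the study names them for its LG RNA sequencing or measured them in LGs by qPCR or western blot, if they are collagens or ribosomal proteins past the thresholds, if they are among the 5 largest changes in each direction without overlap or the 10 most counted genes, or if they belong to a tested list. Positions come from GENCODE vM21 on GRCm38. Shared 75-base windows were searched in the last 600 bases of each gene.
The alternatives were TMM and upper-quartile factors, DESeq2 1.42.0 with and without shrunken fold changes, robust dispersion estimates, limma voom with sample quality weights, no filter on low counts, at least 10 counts in every library, no fold-change threshold, a block for the replicate number, leaving out each library in turn, the parotid score as a covariate and leaving out the 50 most counted genes. Added later were DESeq2 with shrunken fold changes and no independent filtering, counts subsampled to the smallest library, and offsets for GC content and length. The pipeline was tested on simulated data with 200 changed genes among 11211. Of 191 changed genes tested it called 99, and of 89 with a log2 fold change of 2 or -2 it called 74, with 7 unchanged genes called.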

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

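The tests of parotid, submandibular, adipose and muscle tissue, of the LG's own secretory cells, of CR replicate 4 and of AL replicate 3 were chosen only after the results were seen, those of library size and of GC content and length rest on settings added after the data were seen, and those of the most counted genes, paralogs and normalization were chosen earlier.
A list of 8 parotid gland transcripts, of which the paper discusses Prb1 alone, gave a signal. All 8 were higher in CR (median log2 fold change 3.81, adjusted p = 2.0e-11 in limma's camera test, 0.0168 under fry and 0.0558 with the correlation estimated). Over all genes 2 were called, Prb1 and Prh1, and 8 adjusted over the list alone, which is not independent evidence because 5 of them are in the study's list, read before this list was written. In every AL library 7 of them have more than 3 counts, which does not tell expression by the LG from RNA of another gland, and 8, 8, 8 and 5 of them lay above every AL library in CR replicates 1 to 4. The rise stayed at 3.79 under the smaller of TMM and upper-quartile factors, 3.81 with libraries subsampled to the smallest total and 3.82 with offsets for GC content and length. The 3 markers without windows shared with other genes had a median of 1.68. With the 50 most counted genes left out, the 1 marker still tested, Prpmp5, had 4.21. The smaller share of those 50 genes in a CR library gives any other gene at most 0.47 on the log2 scale. These values argue against the normalization, library size, GC content, paralogs and a few abundant genes as the whole reason. RNA from parotid gland tissue in the LG samples is a candidate explanation. The ratio of Amy1 to Bpifa2 was 0.317, 0.291, 0.238 and 0.239 in AL replicates 1 to 4 and 0.234, 0.307, 0.210 and 0.239 in CR replicates 1 to 4, a 1.51-fold range, while Bpifa2 itself ranged 884-fold. The ratio to Bpifa2 ranged 2.74-fold for Smr3a, 8.40-fold for Prpmp5 and 22.6-fold for Prb1. It ranged 159-fold for Car6 and 436-fold for Dnase1, whose own levels ranged only 7.02-fold and 9.19-fold. A change in the secretory cells of the LG itself cannot be told apart from it, since the lacrimal gland secretion list (median -0.78) excludes neither. An effect of the diet stays open as untested.
Of 9 submandibular and sublingual gland transcripts, also outside the genes the paper discusses, 5 were tested and 4 of these were higher in CR (median log2 fold change 3.95, adjusted p = 8.4e-05 in limma's camera test, 0.0358 under fry and 0.0726 with the correlation estimated). Over all genes Dcpp3 was called, adjusted over the list alone 4 were, 3 of the list have more than 3 counts in every AL library, and none is in the study's list. In CR replicates 1 to 4, 4, 5, 4 and 1 of them lay above every AL library. Tissue of those glands can bring Smgc and Muc19, whose largest count in any library was 3. This argues against RNA from submandibular or sublingual gland tissue, but the absence of these transcripts alone cannot exclude it. Of the same list, Klk1 rose from 24.1 ± 22.1 CPM in AL to 213 ± 142 CPM in CR, and Egf did not rise (log2 fold change -0.05). RNA from parotid gland tissue may be the source of Dcpp1 as well, whose ratio to Bpifa2 ranged 3.48-fold over the libraries.
Adipose transcripts were higher in CR too. The 8 tested of 10 had higher means in CR (median log2 fold change 1.91, adjusted p = 1.9e-08 in limma's camera test, 0.0200 under fry and 0.0599 with the correlation estimated), 2 were called over all genes, Car3 and Fabp4, and 6 adjusted over the list alone. That list was written after the study's had been read, which holds 4 of its genes, and 7 have more than 3 counts in every AL library. Above every AL library lay 7, 6, 7 and 2 of the 8 in CR replicates 1 to 4. That 8 of 8 had a higher mean restates the pattern and decides nothing, and Adig hardly moved (log2 fold change 0.04). Cfd rose from 6.55 ± 4.88 to 23.4 ± 14.1 CPM, Fabp4 from 4.12 ± 2.37 to 21.6 ± 10.6 CPM and Car3 from 2.05 ± 1.21 to 14.9 ± 5.52 CPM. RNA from white adipose tissue in the LG samples and an effect of the diet on fat cells within the LG cannot be told apart, since no value here separates them.
Skeletal muscle transcripts had a median log2 fold change of 1.99 over 6 tested genes, all higher in CR, outside the genes the paper discusses and none in the study's list, with 2 of 8 over 3 counts in every AL library. The adjusted p was 0.0228 in limma's camera test but 0.271 under fry and 0.328 with the correlation estimated, and none of the 6 was called over all genes or adjusted over the list alone (2 at an unadjusted p under 0.05). The median was 1.11 over the 5 tested without CR replicate 4. Leaving out AL replicate 2 or 3, or CR replicate 2 or 4, took limma's camera adjusted p over 0.05 (0.0905, 0.0581, 0.203 and 0.379), as did the replicate number as a block and the parotid score as a covariate, and it ranged from 0.000420 to 0.379 over the alternatives. Acta1 had 2.23, 0.307, 1.68 and 4.67 CPM in AL replicates 1 to 4 and 1.06, 19.3, 1.05 and 21.7 CPM in CR replicates 1 to 4. A candidate explanation is RNA from skeletal muscle in some of the samples, which predicts that all markers or none lie above every AL library in each CR library. This held in 4 of 4 CR libraries (0, 6, 0 and 6 genes), but the count was known when the test was set, so it decides nothing. RNA from muscle and another difference of those mice cannot be told apart. A ratio of Ckm to Acta1, tried first, has no value in CR replicate 1, where Ckm had 0 counts.
In 34 of 221 groups of 4 libraries, the highest or lowest library's gap to its neighbour exceeded Dixon's 95% value for the group's range, where chance gives about 11.1. CR replicate 4 was the farthest library in 12 of them. It was lowest for Fxyd2 (gap 0.981 of the range), Bpifa2 (0.891) and Adora1 (0.890). It was highest for Scgb2b7 (0.987), Scgb1b7 (0.968), Mucl2 (0.907), Scgb1b2 (0.895), Lyz2 (0.863), Obp1b (0.860), Ciart (0.847), Scgb2b24 (0.839) and, by a single count, Glycam1 (1). A mislabelled AL sample would show the clock genes of AL mice, but 10 of 11 clock genes of the Per and Dbp phase lay above every AL library in it. Less RNA from parotid gland tissue in CR replicate 4 may explain part of its position. Across 11203 genes, which are not independent replicates, the slope on the parotid score among AL libraries and the deviation of CR replicate 4 had a correlation of 0.436. Without AL replicate 4 that correlation was 0.0261, so less parotid RNA and another difference of that mouse cannot be told apart. The requirement that the relation also hold without AL replicate 4 was added after both values were known. The paper's own reading, biological variability, stays open.
AL replicate 3 was the highest AL library for Ptprc (gap 0.892 of the range), H2-Eb1 (0.887), Cd74 (0.876), Csf1r (0.868), Il18 (0.844), Galnt15 (0.843), Ptpn6 (0.840) and Ifng, counted in no other library (1), and the lowest for Obp1b (0.910). Among 20 tested genes of the MHC class II and macrophage lists, 17 were highest in AL replicate 3 among the AL libraries. That count restates the pattern, so more leukocytes in AL replicate 3 and higher expression per cell cannot be told apart. No technical explanation was tested for it, and no condition in the design sets AL replicate 3 apart.
Other libraries far from their group were CR replicate 3 for Arntl (gap 0.918 of the range), Col5a1 (0.891), H2-Eb1 (0.870) and Ms4a1 (0.843), and CR replicate 1 for Col3a1 (0.908) and Cry1 (0.893). Prp2 was highest in AL replicate 1 (0.882) and in CR replicate 2 (0.870), Pparg was lowest in AL replicate 1 (0.837), and Adipoq (0.899) and Plin1 (1) were highest in AL replicate 2 and Hlf (0.961) in AL replicate 4. No explanation was tested for these libraries.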

How the results depend on the processing

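The alternatives were set before the data were examined, except for 3 chosen after seeing the data, namely DESeq2 with shrunken fold changes and no independent filtering, subsampling to the smallest library, and offsets for GC content and length, and the counts over other splits of the libraries were planned as well. Supplementary File 1 had been read when the alternatives were set and led to 2 of them, the parotid score as a covariate and DESeq2 with shrunken fold changes. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many DEGs in one direction as the 134 higher in CR, 1 as many as the 88 lower and 1 as many gene lists past the threshold, in each case the real split, and no other split gave more than 5 DEGs. For gene lists the other splits gave up to 18 past the threshold, and the 18 splits with 2 AL and 2 CR libraries on each side up to 11. Passing limma's camera test at the preset correlation is thus weak evidence for a single list.
The counts of DEGs stayed within 1.5 times those reported under TMM and upper-quartile factors, robust dispersion estimates, at least 10 counts in every library, no fold-change threshold, leaving out the 50 most counted genes, subsampling and GC content and length offsets. The genes higher and lower in CR numbered 400 and 305 under DESeq2 with unshrunken fold changes, 376 and 290 with shrunken ones, and 330 and 260 without independent filtering. They numbered 237 and 160 under limma voom and 271 and 165 with no filter on low counts. With the replicate block they numbered 388 and 312, but the libraries were not taken as pairs, since the paper and the labels name nothing that they share and 1 of 4 correlations was under 0.1. The correlation across genes between an AL and a CR library of the same number, each relative to its group, was 0.149, 0.0795, 0.244 and 0.462, and AL replicate 3 with CR replicate 1 gave 0.324. Whether the numbers mark something shared stays open. Under the parotid score as a covariate they numbered 6 and 0 (744 and 607 at an unadjusted p under 0.05 and a fold change of at least 1.5). The 6, named after their values were seen, were Dbp, Per3, Usp2, Cyp2a5, Ap3s1 and 1500011B03Rik. Score and diet rise together, so this fit has little power. Over the 8 fits that each left out 1 library, the genes higher in CR ranged from 35 to 453 and those lower from 25 to 247. The highest counts were those without CR replicate 4, which kept all 134 and 88, and in the other 7 the counts were lower. Fewer libraries lower the power, and why CR replicate 4 goes the other way was not tested beyond the values given for it. The median log2 fold change of all genes moved by less than 0.05 under every alternative.
Of 20 gene lists past the threshold, 9 stayed past it with the correlation estimated and 13 with the parotid score as a covariate. Without AL replicate 3, 16 of them stayed past it, and without AL replicate 1, 20 did. Under the parotid covariate, the lists of parotid gland (adjusted p = 0.386 in limma's camera test, 9.1e-21 to 0.386 over its alternatives) and submandibular and sublingual glands (0.0661, 5.3e-16 to 0.0726) had the direction lower in CR, past the threshold in neither. The median log2 fold change of the latter was 0.04, so it did not turn to lower levels. For the former the change holds by construction.
Under the same covariate the log2 fold change reversed for Slc12a8 (-0.081), Gcnt1 (-0.18), Ppargc1a (-0.20), Bpifa2 (-1.37), Amy1 (-1.96), Prpmp5 (-1.24), Smr3a (-1.01), Pip (-0.30), Scgb2b2 (0.0075), Scgb1b2 (0.34) and Scgb2b24 (0.29). Amy1, Bpifa2, Prpmp5 and Smr3a are part of the score, and for the others the cause was not tested. Aim2, near 0 in the reported fit, reversed under limma voom (0.029) and with the replicate block (0.033), and ranged from -0.23 to 0.31 over the fits leaving out 1 library. Over those fits Csf1r ranged from -0.65 to 0.00119, reversing without AL replicate 3, and Pip from -0.012 to 0.44, reversing without CR replicate 1. The differences in CPM of CR from AL ranged from -0.272 to 0.117 for Tnf and from -0.0460 to 0.148 for Il1b, both reversing without AL replicate 2. Csf1r and Pip belong to tested lists. Their changes were left out once after these reversals had been seen, and were then put back.
Of the other results for single genes, the parotid score as a covariate made 39 of 95 lose their call, and leaving out CR replicate 4 gave 25 genes a call and took none away. Without AL replicate 2, 27 lost it, and without CR replicate 2, 28. DESeq2 with unshrunken fold changes added 32 calls, the replicate block 29, no filter 23 and limma voom 14, where 5 were lost. The cause of these changes was not tested. Depth limits the rarely counted genes, such as Cxcr5, whose largest count was 4.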

Differences from the paper's values

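The paper reports 330 DEGs higher in CR, against 134 here, and 259 lower, against 88 here. Of the 20 alternatives set before the data were examined, 6 came within 1.5 times the paper's count of genes higher, namely DESeq2 with unshrunken and with shrunken fold changes, limma voom, no filter on low counts, the replicate block and leaving out CR replicate 4, and the other 14 did not. For the genes lower, DESeq2 with unshrunken and with shrunken fold changes, the replicate block and leaving out CR replicate 4 did, and the other 16 did not. DESeq2 is the test that the paper's methods name. DESeq2 with shrunken fold changes and no independent filtering, chosen after seeing the paper's adjusted p-values beside these, called 589 of the 589 genes of the paper's list, 590 genes in all.
Of 68 named genes with a log2 fold change in Supplementary File 1, 68 had the same sign here and 20 differed by more than the standard error. With DESeq2's shrunken fold changes, an alternative set before the data were examined but after that file had been read, 588 of the paper's 589 values were within 0.01 and all 20 of these genes came within the standard error. It was the one alternative set beforehand that did so for Atp1b1 (2.57, the paper's 1.62), Slc12a8 (3.35, the paper's 1.75), Gcnt1 (2.88, the paper's 1.52), Ppargc1a (2.85, the paper's 1.55), Cyp2e1 (3.69, the paper's 2.25), Scgb1b29 (-8.99, the paper's -3.56), Pnliprp1 (-5.84, the paper's -2.26) and Smr3a (3.82, the paper's 2.01). The parotid score as a covariate did so as well for Adora1 (4.49, the paper's 1.96), Cd22 (-2.99, the paper's -1.50), Prb1 (5.88, the paper's 1.50), Mup5 (7.17, the paper's 2.14) and Gm4736 (5.93, the paper's 1.63). Scgb1b29 had 0 counts in CR, so that its fitted value is no bound.
Further alternatives came within the standard error for the remaining genes, and no other did. For Dbp (3.61, the paper's 3.23), these were leaving out AL replicate 1 or 3 or CR replicate 2 or 4. For Slc12a2 (2.32, the paper's 1.51), they were the replicate block and leaving out CR replicate 2, for Bpifa2 (3.80, the paper's 2.28), leaving out AL replicate 4, and for Adrb1 (3.72, the paper's 2.92), leaving out CR replicate 2. For Lbp (2.33, the paper's 1.55), they were limma voom, the replicate block, the parotid score as a covariate and leaving out AL replicate 1 or 4 or CR replicate 2 or 3. For Nfil3 (-2.96, the paper's -2.53), they were leaving out AL replicate 1 or 3 or CR replicate 1 or 2. For Car3 (2.83, the paper's 2.37), they were upper-quartile factors and leaving out AL replicate 1 or 3 or CR replicate 2 or 3.
The paper names Cry genes among its DEGs. Cry1 was not called here (log2 fold change 0.89), nor under any alternative, and it is not in Supplementary File 1. The paper names Cftr, Scnn1a and Scnn1b as genes of the salivary secretion pathway. None was called here, and none of the 3 is in Supplementary File 1 or in the heatmap list. Scnn1a had a log2 fold change of 1.14 and was called under no alternative. Cftr was called without CR replicate 4 and Scnn1b by DESeq2 with unshrunken fold changes. The legend of Fig. 3 assigns panel D to lipid metabolism and panel E to salivary secretion, and the paper's text assigns them the other way round.
Among the genes that the paper names as DEGs, those not called here include Per1, Cry2, Slc12a2, Gcnt1, Cpt1a, Adipoq, Prkaa2, Cd22, Jchain, H2-DMb1, Ptprc, Cd83, Cd74, Fn1, Mmp12, Adamts15 and Ctss, and the rarely counted Galnt15, Cd3d, Cd37, H2-Ob and Ms4a1, which were not tested. DESeq2 with unshrunken and with shrunken fold changes called each of these genes, as did DESeq2 without independent filtering, an alternative chosen after seeing the values. No filter on low counts called these genes except Prkaa2, Cd22, Jchain, Ctss, Cd3d, Cd37 and H2-Ob, the replicate block called them except Cd22, Jchain, Galnt15, Cd3d, Cd37, H2-Ob and Ms4a1, and leaving out CR replicate 4 called them except Jchain, H2-DMb1, Ptprc, Cd74, Fn1, Ctss, Cd3d and H2-Ob. Limma voom called Cry2, Slc12a2, Gcnt1, Cpt1a, Prkaa2 and Adamts15. Robust dispersion estimates called Cpt1a, at least 10 counts in every library Slc12a2 and leaving out the 50 most counted genes Slc12a2. Leaving out CR replicate 1 called Per1 and Cpt1a, and leaving out AL replicate 4 called H2-DMb1, Ptprc and Ms4a1. Of the settings chosen after seeing the values, subsampling called Per1, Cry2, Slc12a2, Gcnt1, Cpt1a, Cd83 and Mmp12 and GC content and length offsets Slc12a2.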

Other observations

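All tests below were chosen only after the result was seen, except those of the share of leukocytes and of fibroblasts and, for the ribosomal proteins, of parotid RNA, and the test of GC content and length rests on a setting added after the data were seen.
Clock genes of the Per and Dbp phase kept their rise with the parotid score as a covariate (median log2 fold change 2.33), which argues against RNA from parotid gland tissue as its whole source. A rise of all clock genes alike would raise the Bmal1 phase too, but 3 of 3 tested genes of that phase were lower. Another phase of the clock at the time of collection is a candidate explanation, since the median of the Bmal1 phase was -2.96. A stronger rhythm could also raise 1 phase and lower the other, so these values do not separate the 2. The paper's own text raises feeding time, and no time of day was compared here.
Salivary secretion genes followed the parotid score among the AL libraries alone. Their median slope lay at percentile 100 of 10000 random lists matched on expression, but at 22.8 without AL replicate 4. With the score as a covariate their median log2 fold change was 0.43. RNA from parotid gland tissue in the samples and a diet effect beyond the parotid score cannot be told apart for these genes, because score and diet rise together and the relation among AL libraries rests on AL replicate 4. That the relation must also hold without AL replicate 4 was required only after these values were known, here and for the lipid and ribosomal lists.
Genes of lipid metabolic process lay at percentile 65.6 of such lists, and at 16.7 without AL replicate 4, so parotid RNA and the diet cannot be told apart for these genes either. The white adipose list lay at 91.5 and, without AL replicate 4, at 12.0.
Ribosomal protein genes lay at percentile 0 of the lists, with and without AL replicate 4, where RNA from parotid gland tissue would give a high percentile. Genes of such a list can vary together, unlike those of a random list, which makes extreme percentiles likely. The MHC class II list, for example, lay at 94.1 and, without AL replicate 4, at 0. The percentile thus cannot decide against parotid RNA for the ribosomal protein genes. Their median log2 fold change stayed at 0.48 with offsets for GC content and length. An effect of the diet on them was not tested further.
Immune genes kept their fall with the parotid score as a covariate (median log2 fold change of the MHC class II list -1.94). Score and diet rise together, so this is only weak evidence against dilution by parotid RNA. Without AL replicate 3 the median of that list was -1.13, which argues against AL replicate 3 alone. A lower share of leukocytes and lower expression per cell cannot be told apart, because 5 of 5 lists of leukocyte markers with a median ratio below 0 restate the fall and would be seen under both. Over genes with at least 10 counts, the log2 ratios of mean CPM plus 0.1 had medians of -1.29 for T cells, -0.64 for plasma cells, -0.84 for macrophages and -1.70 for MHC class II.
Collagens kept their fall with the parotid score as a covariate (median log2 fold change -0.96). Because score and diet rise together, this is only weak evidence against dilution by parotid RNA as the whole source of that fall. Their median was lower than that of 12 other fibroblast genes by a difference of -0.38 (permutation p across genes, which are not independent, 0.125). A lower share of fibroblasts and lower collagen expression per fibroblast thus cannot be told apart.
Of 7 lacrimal gland secretion genes 6 were lower in CR, with an adjusted p of 0.000368 in limma's camera test, 0.0259 under fry and 0.0984 with the correlation estimated. None was called over all genes and 3 adjusted over the list alone, 3 at an unadjusted p under 0.05, and 3 are in the study's list, read before this list was written. Below every AL library lay 5, 6, 7 and 2 of the 7 in CR replicates 1 to 4. Without CR replicate 4 the median log2 fold change was -1.13, and with the parotid score as a covariate -0.31.
Among genes that the study measured in LGs by qPCR or western blot, Fxyd2 had a log2 fold change of 2.15, Lbp of 2.33, Pparg of 1.16, Il18 of -1.53, Ciita of -1.84, Cxcl13 of 1.48 and Aim2 of -0.05, and the reference gene Hprt of -0.20. None was called, with adjusted p-values of 0.0703, 0.111, 0.501, 0.391, 0.0946, 0.0883, 0.976 and 0.745 in this order, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 with shrunken fold changes called Fxyd2, Lbp, Ciita and Cxcl13 (DESeq2 adjusted p = 0.00214, 0.0138, 0.0237 and 0.0150). It did not call Pparg, Il18, Aim2 or Hprt. Leaving out CR replicate 4 brought Fxyd2 and Lbp past the thresholds, but not Ciita or Cxcl13. Without AL replicate 3, Il18 had -0.84. Glycam1, with every CR library at or under the floor, was at least 6.28-fold lower in CR (exact permutation p = 0.0286, two-sided, adjusted 0.0653). DESeq2 with shrunken fold changes called Glycam1 (DESeq2 adjusted p = 0.000331), but not Tnf, Il1b, Cd4 or Ccr7. Tnf had 0.401 ± 0.550 CPM in AL and 0.263 ± 0.190 CPM in CR (exact permutation p = 0.714) and Il1b 0.305 ± 0.245 CPM in AL and 0.361 ± 0.171 CPM in CR (exact permutation p = 0.714). Cd4 had 0.818 ± 0.357 CPM in AL and 0.290 ± 0.273 CPM in CR (exact permutation p = 0.0571) and Ccr7 0.634 ± 0.504 CPM in AL and 0.117 ± 0.136 CPM in CR (exact permutation p = 0.171). Xist was counted in every library, at 118 to 174 CPM.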
